# RNA-binding protein NONO contributes to cancer cell growth and confers drug resistance as a theranostic target in TNBC

**DOI:** 10.7150/thno.45037

**Published:** 2020-07-02

**Authors:** Seong-Jin Kim, Jin-Sung Ju, Myoung-Hee Kang, Ji Eun Won, Young Ha Kim, Prahlad V Raninga, Kum Kum Khanna, Balázs Győrffy, Chan-Gi Pack, Hee-Dong Han, Hee Jin Lee, Gyungyub Gong, Yong Shin, Gordon B. Mills, Seong-il Eyun, Yun-Yong Park

**Keywords:** RBP, NONO, TNBC, STAT3, Auranofin.

## Abstract

Breast cancer (BC) is one of the most common cancers in women. TNBC (Triple-negative breast cancer) has limited treatment options and still lacks viable molecular targets, leading to poor outcomes. Recently, RNA-binding proteins (RBPs) have been shown to play crucial roles in human cancers, including BC, by modulating a number of oncogenic phenotypes. This suggests that RBPs represent potential molecular targets for BC therapy.

**Methods:** We employed genomic data to identify RBPs specifically expressed in TNBC. NONO was silenced in TNBC cell lines to examine cell growth, colony formation, invasion, and migration. Gene expression profiles in NONO-silenced cells were generated and analyzed. A high-throughput screening for NONO-targeted drugs was performed using an FDA-approved library.

**Results:** We found that the NONO RBP is highly expressed in TNBC and is associated with poor patient outcomes. NONO binds to STAT3 mRNA, increasing STAT3 mRNA levels in TNBC. Surprisingly, NONO directly interacts with STAT3 protein increasing its stability and transcriptional activity, thus contributing to its oncogenic function. Importantly, high-throughput drug screening revealed that auranofin is a potential NONO inhibitor and inhibits cell growth in TNBC.

**Conclusions:** NONO is an RBP upstream regulator of both STAT3 RNA and protein levels and function. It represents an important and clinically relevant promoter of growth and resistance of TNBCs. NONO is also therefore a potential therapeutic target in TNBC.

## Introduction

Breast cancer (BC) is the most common cancer in women worldwide 1, 2. The estrogen receptor (ER), progesterone receptor, and epidermal growth factor receptor, Her2, are key molecular markers and therapeutic targets in BC 1, 3. However, whereas ER-, PR- or Her2-positive BC patients can now be managed with targeted therapies, triple-negative breast cancer (TNBC) tumors, i.e., those that do not express any of these three key factors, lack molecular markers for diagnosis and therapeutic targets 4 for treatment. In addition, compared with hormone receptor-positive BCs, TNBCs show aggressive features that lead to rapid treatment failures 5. The only approved systemic treatment option for TNBC patients at present is chemotherapy 4. However, given the suboptimal treatment outcomes of these cases despite chemotherapy, targeted therapies for TNBC are urgently needed 6.

RNA-binding proteins (RBPs) have recently emerged as factors that control diverse molecular functions such as mRNA stability, splicing, translational efficiency, and protein subcellular localization, thus contributing to multiple cellular functions 7. Human genome data have revealed the existence of more than 1500 of these molecules, representing ~7.5% of all protein-coding genes 7. Although the mechanisms by which RBPs influence tumorigenesis have not yet been fully elucidated, they regulate multiple oncogenes and have thus been speculated to represent possible therapeutic targets for diverse human cancers including BC 8, 9. Our aim was to identify RBPs that exhibit selective functional roles in TNBC.

Based on gene expression profiles, we identified a novel TNBC-specific RBP, NONO, and here demonstrate that it exerts oncogenic effects by regulating STAT3 (signal transducer and activator transcription 3). Indeed, NONO was further found to stabilize STAT3 RNA and also modulate STAT3 transcriptional activity via its direct binding to the STAT3 protein. Furthermore, both NONO and STAT3 levels showed a negative association with chemotherapeutic drug responsiveness and the prognosis of TNBC patients. Our current findings provide important new mechanistic insights into the functional roles of NONO in TNBC through its regulation of STAT3 and suggest that this RBP could be a viable therapeutic target for overcoming treatment resistance in TNBC.

## Materials and Methods

### Cell lines

Human breast cancer cell lines used were obtained from the American Type Culture Collection (ATCC, Manassas, VA). Cells were maintained in Dulbecco's modified Eagle's medium (DMEM) or Roswell Park Memorial Institute (RPMI) 1640 medium (HyClone, Logan, UT) supplemented with 10% fetal bovine serum (FBS) and 1% antibiotic-antimycotic (Anti-Anti; Gibco, Gaithersburg, MD) in a humidified incubator containing 5% CO_2_ at 37 °C 10, 11.

### Cell proliferation assay

The indicated cell lines were seeded in triplicate in 96-well plates (3×10^3^ cells/well). Cell viability was measured using a cell counting kit (CCK-8 (CK04-20; Dojindo, Rockville, MD) following the manufacturer's recommended protocol. After the CCK-8 reagent was added, the cells were incubated at 37 °C for 1 h. The number of viable cells was assessed by measuring the absorbance at 450 nm.

### Colony forming assay

Cells were seeded in 6-well plates (1×10^3^ cells/well) and cultured in DMEM or RPMI media for 2~3 weeks. The cells were then fixed in methanol and stained with 0.05% crystal violet for 30 min to count cell colony numbers.

### Cell migration and invasion

For the cell migration and invasion assay, cells were seeded (4×10^4^ cells/well) on the upper chamber (#3422; Corning, Midland, NC) in media without FBS. The upper chambers were coated with Matrigel (#354234; Corning, Midland, NC) for the invasion assay since the cell migration assay does not include a coating step. The lower chamber contained the medium supplemented with 10% FBS. After incubation for 24 h, the cells on the underside were fixed with 4% paraformaldehyde and stained with 0.05% crystal violet. The Matrigel, the un-migrated, and the un-invaded cells were removed using cotton swabs.

### Wound healing assay

To measure cell migration using a wound healing assay, cells were seeded in 6-well plates (5×10^5^ cells/well) and incubated at 37 °C for 24 h. When the cells reached 100% confluence, the monolayers were scratched with sterile 200 μL tips and washed with medium to remove any detached cells. Images were captured at 0 and 12 h, and wound healing (%) was calculated and analyzed.

### Flow Cytometry Cell Cycle Analysis and EdU assay

Cells were trypsinized and collected by centrifugation. The cells were washed twice with PBS and fixed with cold 70% ethyl alcohol at -20 °C for 1 hour. After washed with PBS, the cells were treated RNase A, stained 20 µg/mL propidium iodide at 37°C for 30 min and analyzed with CytoFLEX (CytoFLEX; Beckman, Brea, CA,US) flow cytometer.

Click-iT^®^ EdU Alexa Fluor^®^ 488 Flow cytometry assay kit (C10632; Invitrogen Waltham, MA, US) was used to cell cycle analysis according to the manufacturer's protocol. EdU staining and flow cytometry cells were incubated with 10 µM EdU for 2 h. Harvested cells were fixed with 4% paraformaldehyde at RT for 15 min and permeabilized by saponin-based permeabilization buffer for 15 min. The cells were digested with a reaction solution containing Alexa Fluor^®^ 488 at was added at room temperature, in the dark, for 30 min and determined using CytoFLEX (CytoFLEX; Beckman, Brea, CA, US) flow cytometer.

### Sphere formation assay

Cells were seeded in ultra-low attachment 6-well plates (5×10^3^ cells/well) for 10 days. The spheres were cultured in DMEM/F12 medium, containing B27 supplement (Gibco, Gaithersburg, MD), 20 ng/mL epidermal growth factor, and 20 ng/mL-basic fibroblast growth factor. The spheres were then photographed and counted.

### Immunoprecipitation and western blotting

Immunoprecipitation (IP) and western blotting (WB) were performed as described previously 10-12. Briefly, cell extracts were prepared in lysis buffer (50 mM Tris at pH 7.4, 150 mM NaCl, 1% Triton ×100, and 1mM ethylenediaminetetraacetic acid [EDTA]) supplemented with protease inhibitors (Complete Mini, EDTA-free; Roche, Mannheim, Germany) and phosphatase inhibitors (Xpert Phosphatase Inhibitor Cocktail; GenDEPOT, Houston, TX, US). The lysates were then centrifuged at 13,000 rpm for 30 min at 4 °C, and supernatants were recovered. For IP, cell lysates were pre-cleared with protein A/G beads and then incubated for 4 h with protein A/G beads covalently coupled with NONO and anti-STAT3 antibodies. The immunocomplexes were washed four times with cell extraction buffer. Eluted samples or whole-cellular lysates were resolved by SDS-PAGE, and proteins were detected by WB using the indicated antibodies. The following antibodies were used in this study: NONO (Millipore 05-950; Burlington, MA or Bethyl #A300-582A [587A]; Montgomery, TX, US), STAT3 (Cell Signaling #12640; Danvers, MA, US, or Abcam #ab119352, Cambridge, UK), phospho-STAT3 (Cell Signaling #9131), β-actin (Cell Signaling #4967), FLAG (Cell Signaling #2368), and MYC (Cell Signaling #2276).

### Immunofluorescence microscopy

Immunofluorescence assays were performed as previously reported 12. The antibodies used for immunofluorescence staining were anti-NONO (#05-950, 1:500, Millipore) and anti-STAT3 (#12640, 1:500, from Cell Signaling).

### Short hairpin RNA (shRNA) transfection

ShNONO (TRCN0000286628; TRCN0000294049) and shGFP (SHC005) clones were purchased from Sigma (St. Louis, MO, US). 293FT cells were co-transfected with the lentiviral packaging plasmids psPAX2 and pMD2.G through the lentiviral vector using Lipofectamine® 2000 Reagent (Invitrogen). Viral supernatants were harvested 48 h after transfection and pooled. For infection of target cells, the filtered viral supernatant was diluted with culture medium supplemented with 8 μg/mL Polybrene. The infectious supernatant was removed after 24 h, and selection of infected cells was commenced after 48 h.

### Plasmids and luciferase assay

STAT3 cDNA, STAT3-reporter, and NONO cDNA have been described previously 13, 14. To construct the STAT3 3' UTR reporter plasmids, oligonucleotides covering the putative NONO binding site were designed as described in Figure 4A and S6 as follows: M1-1 wild-type forward; 5'- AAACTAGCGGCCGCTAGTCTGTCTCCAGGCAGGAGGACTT-3', reverse: 5'-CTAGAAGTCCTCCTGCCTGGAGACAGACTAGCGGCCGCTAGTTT-3'; M1-2 wild-type forward: 5'-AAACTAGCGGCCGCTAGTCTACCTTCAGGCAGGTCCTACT-3', reverse: 5'-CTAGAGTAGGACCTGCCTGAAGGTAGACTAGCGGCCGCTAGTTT-3'; M2 wild-type forward: 5'-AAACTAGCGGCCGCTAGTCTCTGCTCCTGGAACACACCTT-3'; reverse: 5'-CTAGA AGGTGTGTTCCAGGAGCAGAG ACTA GCGGCCGCTAGTTT-3'; M3 wild-type forward: 5'-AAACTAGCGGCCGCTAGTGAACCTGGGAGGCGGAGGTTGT-3', reverse: 5'-CTAGACAACCTCCGCCTCCCAGGTTCACTA GCGGCCGCTAGTTT-3'; M4 wild-type forward: 5'-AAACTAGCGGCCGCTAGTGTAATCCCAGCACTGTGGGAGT-3', reverse: 5'-CTAGA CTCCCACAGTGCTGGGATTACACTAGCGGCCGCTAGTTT-3'. Oligonucleotides containing the restriction sites for *PmeI* and *XbaI* were annealed and cloned into pmirGLO Dual-Luciferase Expression Vectors (#E1330; Promega, Madison, WI, US). To introduce point mutations as depicted in Figure 4A in the seed region of the NONO binding site, mutant oligos were cloned into pmirGLO vectors. The sequences were verified using an automatic sequencer. For luciferase-based reporter assays, cells were transfected with reporter genes and plasmids using the Dual-Glo® Luciferase Assay System (E2940; Promega) and Dual-Luciferase® Reporter Assay System (E1910; Promega) in accordance with the manufacturer's instructions. After 48 h, the cells were harvested to measure luciferase activity, which was normalized to that of *Renilla* (*n*=3).

### Microarray

Microarray analysis was performed as described previously 10-12. Briefly, total RNA was isolated from the indicated cell lines using a mirVana RNA isolation kit (Ambion, Inc. Austin, TX, US). Labeling and hybridization were executed on 500 ng of total RNA, in accordance with the manufacturer's protocols (#AMIL1791, Ambion, Inc.). Labeled RNA was hybridized with bead chips, which were then washed and scanned with an Illumina BeadArray Reader (Illumina, Inc. Sam Diego, CA, US). The microarray data were normalized using the quantile normalization method in the Linear Models for Microarray Data (LIMMA) package in the R language environment. The expression level of each gene was transformed into a log_2_ base before further analysis, and the data were deposited in Gene Expression Omnibus (GEO, GSE117927).

### Quantitative real-time reverse transcription polymerase chain reaction (qRT-PCR)

RNA was isolated by Trizol extraction in accordance with the manufacturer's instructions (Invitrogen). Quantitative PCR was performed with gene-specific TaqMan primers using an ABI prism StepOne^TM^ Real-Time PCR system and the SensiFAST^™^ Probe Hi-ROX One-Step Kit (Bioline; London, UK) for gene expression analysis. Each value was normalized to the human peptidylprolyl isomerase A gene expression. The following primers were used in this study: PPIA (ABI, Hs0419421-S1; Foster City, CA), NONO (IDT, Hs, PT.58.25447000; Skokie, IL), STAT3 (IDT, Hs, PT.58.3750282), CCNB1 (ABI, Hs0103099_m1), CCND1 (ABI, Hs00765553_m1), NANOG (ABI, Hs04399610_m1), and OCT4 (Hs00742896_m1).

### Statistical analysis of microarray data and survival analysis

The Class Comparison method in the BRB-Array Tools package was used to identify genes differentially expressed between two array groups. Differences in gene expression in the profile data were considered statistically significant if the *p*-value was less than 0.001. Clustering analysis was performed with Cluster and visualized with TreeView. Kaplan-Meier plots were used to estimate correlations with patient survival, while the cutoff standard of gene expression value for survival analysis was estimated based on the best cutoff value with R package 15.

### Chromatin immunoprecipitation

Chromatin immunoprecipitation assays were performed using a Magnetic ChIP assay kit (Pierce #26157; Waltham; MA, US) in accordance with the manufacturer's instructions. MDA-MB-231 cells were cross linked with 1% formaldehyde for 10 min and quenched using glycine. The cells were then washed with cold PBS and treated with 1.5μL of micrococcal nuclease at 37 °C for 15 min. The protein-crosslinked chromatin was immunoprecipitated with the indicated antibodies and the retrieved DNA was then analyzed by qPCR using the following primers for the *CCND1* promoter: forward 5'- CGAACACCTATCGATTTTGCTAA-3' reverse, 5'-TTGACCAGTCGGTCCTTGCGG-3'.

### RNA interference by siRNA

The target sequences in the siRNA directed against NONO and in a non-specific siRNA were as follows: siNONO-1: 5′-CUCAGUAUGUGUCCAACGA-3′; siNONO-2: 5′-CAAACGUCGCCGAUACUAA-3′; si NONO-3: 5′-GAUGGAAGCUGCACGCCAU-3′; siCon: 5' UUCUCCGAACGUGUCACGU-3'. The cells were transfected with 100 pmol of siRNA (Sigma, St. Louis, MO, US) for 48 h using Lipofectamine® RNAiMAX Reagent (Invitrogen) in accordance with the manufacturer's instructions.

### RNA-immunoprecipitation (RNA-IP)

Cells were cultured to ~ 80-90% confluency in 15-cm plates and washed with PBS. RNA-IP was performed using a Magnetic Chromatin Immunoprecipitation kit (#53024) from Active Motif (Carlsberg, CA, US) in accordance with the manufacturer's protocol. The antibodies used were anti-rabbit-NONO and anti-rabbit-IgG. Immunoprecipitated RNA was purified using EZBlue (Sigma-Aldrich, St. Louis, MO, US) and treated with DNase1. The immunoprecipitated RNA was quantified (qPCR kit) with a STAT3 probe (IDT, Hs, PT.58.3750282).

### Preparation of the CH-NP (Chitosan-nanoparticle)

Chitosan (CH, low molecular weight; deacetylation degree, 75-85%), sodium tripolyphosphate (TPP), and acetic acid were purchased from Sigma-Aldrich (St. Louis, MO). Preparation of the siRNA-incorporated CH-NP depended on the electronic interaction between cationic CH, anionic TPPa and siRNA. Briefly, predetermined concentrations of TPP (0.25% w/v) and siRNA (1 μg/μL) were added to CH (2 mg/mL, 1% acetic acid) solution, and the CH-NP/siRNA formed spontaneously as the mixture was stirred continuously at 25 °C. After incubation at 4 °C for 30 min, the CH-NP/siRNA was collected by centrifugation (Hanil Science Industrial, Seoul, Korea) at 13,000 rpm for 50 min at 4 °C. The size and surface charge of CH-NP were measured by dynamic light scattering using an electrophoretic light scattering photometer (SZ-100, HORIBA, Kyoto, Japan). Encapsulation efficiency of siRNA was measured with an ND-1000 spectrophotometer (NanoDrop Technology, Wilmington, DE) at 260 nm using the supernatant after centrifugation of CH-NP.

### Antitumor efficacy of CH-NP-NONO siRNA

Female BALB/c nude mice (7 weeks old, 20 g) were purchased from OrientBio (Gapyeong, South Korea). All animal procedures and maintenance conditions were approved by the Konkuk University Institutional Animal Care and Use Committee (#KU17188). To induce tumors, MDA-MB-231 (1 × 10^6^ cells/50 µL HBSS) cells were injected subcutaneously into the mice (*n*=5 mice per group). CH-NP-control siRNA (5'-UUCUCCGAACGUGUCACGU[dT][dT]-3') or CH-NP-NONO siRNA (5'-GAUGGAAGCUGCACGCCAU[dT][dT]-3') was administered twice weekly via intravenous injection at a dose of 5 μg of siRNA per mouse. Treatments continued until the control group became moribund (typically 4 to 5 weeks), at which point all the mice were sacrificed. The tumor volume was measured using calipers and calculated with the formula: tumor volume (mm^3^) = length × (width)^2^/2; the tumor weights of the tumors were also recorded.

### Protein structural homology modeling

Homology-based structural modeling of NONO (accession ID: NP_001138880.1) and STAT3 (accession ID: NP_001356441) was performed using the SWISS-MODEL web server (http://swissmodel.expasy.org) 16. Human SFPQ (PDB ID: 4WIJ) and mouse STAT3 (PDB ID: 1BG1), were selected as templates for NONO and STAT3 (the sequence similarities are 73.6% and 99.8%). The QMEAN4 Z-scores given by SWISS-MODEL were 1.61 and -2.41. Computational docking simulations were conducted with ClusPro 2.0 using the hydrophobic-favored scoring scheme 17. Molecular docking analyses were performed using AutoDock Vina (ver. 1.1.2) which is one of the most widely used methods for protein-ligand docking. The file format was determined using AutoDock Tools (ver. 1.5.6) (Scripps Research Institute CA, USA). Binding affinities for those compounds were evaluated using the negative Gibbs free energy (ΔG) scores (kcal/mol)^18^. Graphical representations of the docking structures were constructed using PyMOL (ver. 1.3; DeLanoScientific, San Carlos, CA, US).

### High throughput drug screening

The pCDH-GFP-NONO-viral vector was used to infect MDA-MB-231 cells, which were seeded at a density of 1×10^3^ cells/well in a 96-well plate. After 24 h of incubation, the cells were exposed to the drug library compounds (BML-2843-0100; Enzo) at a final concentration of 5 µM in 0.5% dimethyl sulfoxide (DMSO) (v/v) (Sigma-Aldrich, St Louis, MO). After a 24 h incubation, the cells were fixed with 4% paraformaldehyde (PFA; Sigma-Aldrich) and washed with Dulbecco's phosphate-buffered saline (DPBS; Welgene; Korea) for 10 min. GFP intensities were determined with the Operetta High Content Screening System (Perkin Elmer, Waltham, MA) and analyzed by Harmony 3.5.1 high content imaging and analysis software (Perkin Elmer).

### Chemicals

Auranofin (#A6733), digoxin (#D6003), colchicine (#C9754), and podophyllotoxin (#P4405) were purchased from Sigma (St. Louis, MO, US).

### Caspase 3/7 activity assay

The indicated cell lines were seeded in white 96well plates (4×10^3^ cells/well). Cell caspase 3/7 activity was measured with the Caspase-Glo ® 3/7 activity assay (G8091; Promega, Madison, WI, US) according to the manufacturer's manual. After reagent was added, the cells were incubated at room temperature for 30 min. Luminescence intensity was measured using an Alpha PLUS(Multi-Label) Plate Reader (EnSpire, Pekin Elmer. Waltham, MA, US).

### Tissue microarray (TMA) and immunohistochemistry (IHC)

TMA and IHC were performed as previously described 9, 19 for patients who underwent surgery for primary BC between 1993 and 1998 at Asan Medical Center, Seoul, Korea. NONO antibody was used for TMA (1:200 dilution; Bethyl #A300-582A; Montgomery, TX, US).

## Results

### Identification of NONO as an oncogenic RBP in TNBC

RBPs have emerged as potential therapeutic targets in TNBC because of their proposed oncogenic functions 20. We screened human genomic data for TNBC-specific RBPs by applying approaches tested previously to uncover unknown functions of cancer genes 10, 11. TNBC has poorer prognosis compared to other types of BC (Figure S1A), and we wished to identify RBPs that are differentially expressed between TNBC and other BC types using the previously reported NKI 21 and UNC 22 cohorts. We compared the two BC subtypes (TNBC vs non-TNBC) using Class Comparison Analysis 23. We thereby identified 23 RBPs as potentially TNBC-associated (Figure 1A and Figure S1B). These results were validated in a cohort from The Cancer Genome Atlas Breast Invasive Carcinoma (TCGA-BRCA) (Figure 1B), suggesting that individual RBPs are BC subtype-specific. Using ROC (receiver operating characteristic) curves 24, we selected from our panel of candidates the RBPs that were significantly associated with chemotherapy-responsiveness, an important indicator of patient survival in TNBC. Ten RBPs were found to be associated with chemo-responsiveness (Figure S1C), among which NONO showed the best performance in terms of predicting TNBC, as it had the lowest *p*-value (Figure 1C).

NONO/nrb54 is a non-POU domain-containing octamer-binding protein that has diverse molecular functions in gastric 25, prostate 26, and lung cancer 27. However, the mechanisms underlying its functional roles in cancer and specifically in TNBC have not been fully identified. As shown in Figure 1D and Figure S2A, independent BC datasets indicate that the NONO mRNA levels are significantly upregulated in TNBC compared with other BC types; these data were also validated by TMA results (Figure 1E-F). In addition, our analysis also revealed that NONO expression is higher in tumor tissues compared with normal tissues (Figure S2B) as previously reported 28.

Next, we examined the NONO expression profile in the TCGA-BRCA cohort. As expected, NONO expression was higher in ER-negative patients, including in TNBC cases (Figure 1G). We also detected NONO mRNA up-regulation and amplification in 23% of the TNBC samples and in 26% of the basal-like subtype specimens. However, increased NONO levels were notable observed in only 0.3% of the ER-positive BC cases. We next investigated whether NONO is associated with patient survival in BC, including TNBC. Low NONO levels showed an association with improved survival in the whole cohort (Figure 1H and Figure S3A) 29, likely due to the poorer survival outcomes of patients with TNBC, in which NONO is highly expressed. Importantly, among the TNBC cases, a lower NONO level was associated with improved outcomes across multiple TNBC datasets (Figure 1I and Figure S3B). In addition, TCGA data analysis revealed that NONO prognosis was more specific in TNBC compared with non-TNBC patients (Figure S3C), and multivariate analysis with multiple clinical parameters revealed that NONO expression is significantly correlated with patient prognosis (Figure S3D). Taken together, the data indicate that NONO expression is strongly negatively correlated with a favorable prognosis in TNBC and may be a good indicator of clinical outcomes in patients with these tumors.

### NONO influences TNBC cell growth

We examined the impact of NONO on TNBC cell growth to investigate whether it possesses oncogenic functions. A series of TNBC cell lines including Hs 578T, MDA-MB-231, and MDA-MB-468 were stably infected with shNONO lentivirus vectors to silence NONO expression (Figure 2A, 2C, and S4A). This led to significant inhibition of colony formation and cancer cell growth for each of these cell lines (Figure 2B, 2D, 2E, and S4B-C). Similar results were obtained using different siRNA molecules targeting NONO (Figure S5A-D). Genes with oncogenic potential frequently alter the cell cycle distribution. Indeed, NONO-silenced cells showed marked enhancement of the sub-G1 fraction consistent with induction of apoptosis, as well as pronounced reduction in the cells in S-phase (Figure 2F and S5E); caspase activity was also increased in NONO-silenced cells compared with parental cells (Figure S5F), indicating that NONO influences cancer cell growth by modulating apoptotic activity. Oncogenic potential is also frequently associated with cancer cell migration and invasion. Strikingly, NONO silencing significantly inhibited cell migration in transwell and wound healing scratch assays (Figure 2G and H). In addition, a cell invasion assay using Matrigel-coated transwells revealed that NONO silencing significantly suppressed TNBC cell invasion (Figure 2I). We also examined whether NONO influences tumor growth: in a mouse model, siRNA nanoparticles (CH-NP; Chitosan Nanoparticles)-led NONO knockdown led to tumor growth inhibition *in vivo* (Figure 2J) and to downregulation of the cell proliferation indicator Ki-67 (Figure 2K). Taken together, these results demonstrated that NONO has oncogenic properties as it can modulate the growth, migration, and invasion of TNBC cells, suggesting that suppression of this RBP might be an effective way to inhibit cancer cell growth in this aggressive type of BC.

### NONO regulates STAT3 expression in TNBC

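NONO is an RNA-binding protein that acts in transcription and splicing. Its mRNA was lower in all 6 arrays from cells infected with a short hairpin RNA against it (shNONO) than in any array with the control hairpin (shCon in the array labels). Relative to the shCon mean, NONO signal on the brighter of its 2 probes (ILMN_2052790) was 9.63% to 10.7% in the Hs 578T shNONO arrays and 9.62% to 16.1% in the BT-20 shNONO arrays. Hs 578T and BT-20 are established triple-negative breast cancer lines. Of 28 genes that mark mesenchymal cells, 26 were detected in every Hs 578T array and 4 in every BT-20 array. Of 36 epithelial marker genes, 7 were detected in every Hs 578T array and 27 in every BT-20 array. Of 13 luminal marker genes the numbers were 4 and 6, and of 16 leukocyte marker genes 3 and 2. In Hs 578T cells, the normalized log2 intensity of NONO was 11.61 ± 0.05 (SD, n = 3 arrays) with shCon and 8.31 ± 0.08 (SD, n = 3) with shNONO. This is a log2 fold change of -3.30 (standard error 0.08, adjusted p = 2.1e-05 from limma). In BT-20 cells it was 11.40 ± 0.06 (SD, n = 3) and 8.44 ± 0.38 (SD, n = 3), a log2 fold change of -2.96 (standard error 0.19, adjusted p = 0.016 from limma). The log2 difference between these falls was -0.34 (adjusted p = 0.30 from limma). The dimmer NONO probe (ILMN_1740976) was detected in every shCon array and in no shNONO array. Its signal was at least 1.84-fold lower in Hs 578T cells (adjusted p = 0.00042 from limma) and at least 1.51-fold lower in BT-20 cells (adjusted p = 0.017 from limma). The fall of NONO ILMN_2052790 in BT-20 cells missed the adjusted threshold without shCon replicate 1, 2 or 3 (adjusted p = 0.16, 0.17 and 0.14 from limma) and without shNONO replicate 3 (0.13).
There were 12 arrays, 3 for each hairpin in each line, of an Illumina bead chip with 47323 probes. The authors scanned labeled total RNA with a BeadArray Reader and deposited the signal intensities, neither normalized nor background-corrected, each with its detection p-value. They also deposited log2 values after quantile normalization, the steps named in the methods. Here the deposited signals were background-corrected with neqc of limma, which infers the negative control probes from the detection p-values and adds an offset of 16. They were then quantile normalized over the 12 arrays and log2-transformed. Each line was fitted alone with limma. Adjusted p-values (Benjamini-Hochberg, threshold 0.05) cover the 13652 probes in Hs 578T and the 15014 in BT-20 with a detection p under 0.01 in at least 3 of the 6 arrays. Median signals were 109 to 120 and 119 to 123 in the Hs 578T shCon and shNONO arrays, and 122 to 160 and 109 to 124 in the BT-20 shCon and shNONO arrays. Between 12736 and 16476 probes per array were detected. The number of arrays limits the precision, and an exact permutation test of 3 arrays against 3 cannot give a p below 0.1. Neither the labels nor the methods say whether replicates are separate cultures. The caption of Fig. 3 speaks of 3 independent replicates for its means and standard deviations, without saying whether this covers the arrays. The p-values therefore measure spread between these arrays, which may be technical. The BT-20 shNONO arrays differed from each other: 146 probes in replicate 1, 2548 in replicate 2 and 908 in replicate 3 lay over 2-fold from the shCon mean. The Hs 578T shNONO arrays had 816 to 832 such probes, and no shCon array had more than 4. Each shCon array is part of the mean it was set against, which makes its own deviation smaller. Across probes, BT-20 shNONO replicate 1 correlated at r = 0.930 with replicate 2 and at r = 0.957 with replicate 3, which correlated with each other at r = 0.989. Replicate 1 correlated with the BT-20 shCon arrays at r = 0.982 to 0.986. Probes are not independent replicates.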

To further investigate the mechanisms underlying the effects of NONO on cancer cell growth, we generated gene expression profiles in NONO-silenced Hs 578T and BT-20 cells. This profiling identified 138 mRNAs that are differentially expressed in response to NONO silencing in both TNBC cell lines (Figure 3A and Table S1). These transcripts included a number of previously identified oncogenic factors such as* TUSC3, PRRX2, STAT3, SOX4*, *TGFI1*, and others (Figure 3B). 

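Of the mRNAs that passed the test in both lines, more were lower than higher after NONO silencing, a balance that was lost when BT-20 shNONO replicate 1 was left out. ZCCHC17, which encodes a zinc finger protein, had log2 fold changes of -1.58 in Hs 578T cells and -1.39 in BT-20 cells. DNAJB11, a co-chaperone of the endoplasmic reticulum, had -1.83 and -1.08, and the long noncoding RNA LINC00294 had -1.60 and -1.13. FANCL, a ubiquitin ligase of the Fanconi anemia pathway of DNA repair, had -1.14 and -0.82. All of these passed limma's adjusted threshold in both lines. VAPA, a membrane protein of the endoplasmic reticulum, was higher in both lines, with log2 fold changes of 1.09 (standard error 0.14, adjusted p = 0.0016 from limma) and 1.05 (standard error 0.09, adjusted p = 0.017 from limma). BCL2L2, an inhibitor of apoptosis, had log2 fold changes of 0.56 (adjusted p = 0.0026 from limma) and 0.58 (adjusted p = 0.038 from limma).
Of 12170 probes tested in both lines, 49 passed limma's adjusted threshold in both in the same direction, 6 higher and 43 lower after shNONO, and 5 passed in opposite directions. Chance overlap of both lists would give 11.9 lower probes (one-sided Fisher's exact test, p = 4.5e-17) and 1.46 higher probes (p = 0.00048). This test counts probes as independent, which they are not. Several genes, among them STAT3 and the silenced NONO itself, have more than 1 probe among the lower ones. The p-values therefore cannot be taken at their size. Of the 74 probes that changed in BT-20 cells and were tested in Hs 578T cells, 54 passed there as well. Without BT-20 shCon replicate 1, 2 or 3, none of the 49 probes was left by limma at the adjusted threshold. The shared probes numbered 2 without BT-20 shNONO replicate 2, 1 without replicate 3 and 1799 (921 higher and 878 lower) without replicate 1. At an unadjusted p under 0.001 over all probes, the threshold of the methods, 91 probes passed limma's test in both lines, 15 of them higher in both, 72 lower in both and 4 in opposite directions. This count was 40, 43 and 43 without BT-20 shCon replicate 1, 2 and 3, and 662, 54 and 41 without BT-20 shNONO replicate 1, 2 and 3. The deposited file holds all 138 probes of Table S1. Of these, 106 were lower in both lines, 24 higher in both and 8 opposite, and all 138 had an unadjusted p under 0.05 from limma in both lines. The study chose these probes on the same arrays, so their directions are not independent evidence. At an unadjusted p under 0.001, 118 of them passed limma's test in Hs 578T cells, 97 in BT-20 cells and 83 in both. With the deposited normalized values 137 passed in both, and with a two-sample t-test with equal variances 28 did. At the adjusted threshold, 135 passed in Hs 578T cells, 49 in BT-20 cells and 47 in both. Across 7705 genes tested in both lines, the log2 fold changes correlated at r = 0.228 (Spearman's rho 0.188), and 54.1% of the genes had the same sign in both. Genes are not independent replicates.

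**Figure D1:**
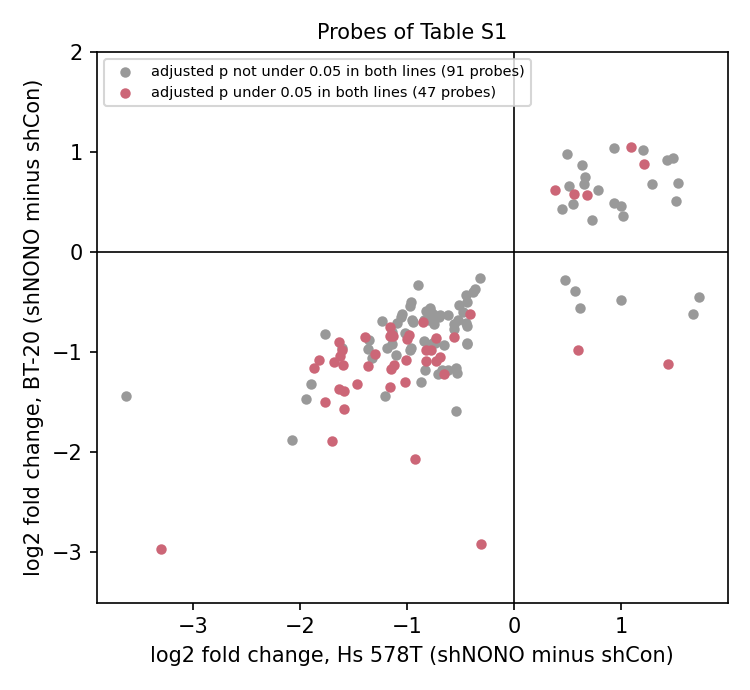
Log2 fold change (shNONO minus shCon) of each probe of Table S1 in Hs 578T cells (horizontal axis) and BT-20 cells (vertical axis), with 1 point per probe. The red points are the 47 probes with an adjusted p under 0.05 from limma in both lines, and 106 of the 138 points lie in the lower left field. Probes undetected in a group are drawn at their fitted value.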

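TUSC3, a subunit of the oligosaccharyltransferase complex that glycosylates proteins, fell in both lines. In Hs 578T cells its log2 intensity was 10.61 ± 0.02 (SD, n = 3) with shCon and 8.85 ± 0.07 (SD, n = 3) with shNONO, which is 3.39-fold lower. In BT-20 cells it was 9.16 ± 0.02 (SD, n = 3) and 7.66 ± 0.28 (SD, n = 3), 2.83-fold lower. CASP2, an apoptotic caspase, and CXXC5, a zinc finger protein that acts in Wnt signaling, also fell in both lines. PRRX2, a homeobox transcription factor of mesenchymal cells, fell 2.57-fold in Hs 578T cells. In BT-20 cells it was detected in 1 of 3 shCon arrays and in no shNONO array, so it was not tested there. SOX4 and SNAI2, transcription factors of epithelial-mesenchymal transition, fell in Hs 578T cells and had negative log2 fold changes that missed the adjusted threshold in BT-20 cells.
The log2 fold change of TUSC3 was -1.76 in Hs 578T (standard error 0.07, adjusted p = 9.1e-05 from limma) and -1.50 in BT-20 (standard error 0.14, adjusted p = 0.021 from limma). That of CASP2 was -1.16 in Hs 578T (adjusted p = 0.00062) and -0.75 in BT-20 (adjusted p = 0.030, both from limma). For CXXC5 it was -0.73 in Hs 578T (adjusted p = 0.0010) and -0.86 in BT-20 (adjusted p = 0.024, both from limma). PRRX2 had -1.36 in Hs 578T (standard error 0.13, adjusted p = 0.00062 from limma). SOX4 had -0.76 (standard error 0.07, adjusted p = 0.00061 from limma) and -0.62 (standard error 0.10, adjusted p = 0.068 from limma). TGIF1, a repressor of TGF-beta signaling that the text prints as TGFI1, had -0.69 in Hs 578T (standard error 0.15, adjusted p = 0.012 from limma) and -0.63 in BT-20 (standard error 0.12, adjusted p = 0.084 from limma) on its probe of Table S1 (ILMN_2318643). SNAI2 had -0.78 in Hs 578T (adjusted p = 0.00078) and -0.56 in BT-20 (adjusted p = 0.080, both from limma) on its probe of Table S1 (ILMN_1655740). CD9, a tetraspanin of cell adhesion, was undetected in the Hs 578T shNONO arrays and at least 3.05-fold lower there (adjusted p = 0.00012 from limma), and had -1.47 in BT-20 (adjusted p = 0.066 from limma). The other genes of Fig. 3B fell in Hs 578T and missed limma's adjusted threshold in BT-20. Among them, the membrane protein TMEM98 had -1.32 and -1.06, and MCM10, a DNA replication factor, -1.05 and -0.65. The CDK-activating phosphatase CDC25C had -1.09 and -0.71, and the folate enzyme GGH -0.95 and -0.68. INSIG1, a regulator of cholesterol synthesis, had -0.75 and -0.90. For the metalloproteinase inhibitor TIMP1 the log2 fold changes were -0.54 and -1.58, for the ubiquitin-conjugating enzyme UBE2E2 -0.53 and -1.21 and for the splicing kinase SRPK2 -0.54 and -1.16. Their adjusted p-values from limma in BT-20 lay between 0.063 for GGH and 0.086 for SRPK2. Of all these genes, those tested in both lines did not pass limma's interaction test at an adjusted p under 0.05, and the unadjusted p was under 0.05 for CASP2, MCM10, TIMP1, UBE2E2 and SRPK2, and for SNAI2 on its other probe (ILMN_2082585) alone.
The calls of TUSC3 in BT-20, CASP2 in BT-20 and CXXC5 in BT-20 were lost without shCon replicate 1, 2 or 3 or shNONO replicate 2 or 3 (adjusted p = 0.062 to 0.19 from limma), while without shNONO replicate 1 the genes of Fig. 3B that had missed the threshold there passed it, at adjusted p = 0.0011 for CD9 in BT-20 to 0.019 for SNAI2 in BT-20. The call of TIMP1 in Hs 578T (adjusted p = 0.020 from limma) was lost without shCon replicate 1 or 2 or shNONO replicate 1 or 3 (adjusted p = 0.052 to 0.067), and CD9, detected in Hs 578T only with shCon, could not be tested there without any 1 shCon array.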

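Genes of the cell cycle were lower in Hs 578T cells after NONO silencing. Of 51 genes of mitosis and G2/M tested there, 48 fell and none rose, and of 41 genes of DNA replication and G1/S, 29 fell and 1 rose. Among the mitotic genes, KIF11, a spindle motor, fell by 1.60 on the log2 scale (adjusted p = 0.00024 from limma), and HMMR and ANLN, which act in the spindle and in cytokinesis, each fell by 1.38. Among the replication genes, MCM2 of the replicative helicase fell by 1.20, the clamp loader subunit RFC3 by 1.16 and thymidylate synthase (TYMS) by 1.00. Of 26 mesenchymal markers, 13 fell and none rose by limma, also at an unadjusted p under 0.05, among them the collagen gene COL5A1 (-0.56) and ACTA2 (-0.53), which encodes smooth muscle actin. In BT-20 cells no gene of mitosis or DNA replication passed limma's adjusted threshold. Few probes of any kind passed there, 94 of 15014, against 5399 of 13652 in Hs 578T.
The median log2 fold change in Hs 578T was -0.74 for mitosis (48 lower and 1 higher adjusted over the list alone) and -0.58 for DNA replication (32 lower and 1 higher adjusted over the list alone). Both lists were lower than other genes by camera of limma with its preset correlation (adjusted p = 4.2e-18 and 2.5e-10, over 32 lists). Mitosis also passed with a correlation estimated from the arrays (adjusted p = 0.044 with an estimated correlation), and DNA replication did not (adjusted p = 0.13 with an estimated correlation). In BT-20, 2 of 52 mitotic genes were higher and 7 lower at an unadjusted p under 0.05 from limma (CDC25C lower and none higher adjusted over the list alone), with a median of 0.23 that turned to -0.02 after median scaling. Of 48 replication genes, 5 were higher and 8 lower at an unadjusted p under 0.05 (1 lower and 0 higher adjusted over the list alone), with a median of 0.07 that turned to -0.19 after median scaling. Camera of limma gave adjusted p = 0.48 and 0.70 for these lists in BT-20. On limma's interaction contrast the lists differed between the lines, mitosis at adjusted p = 2.0e-18 (adjusted p = 0.053 with an estimated correlation) and DNA replication at adjusted p = 1.3e-09 (adjusted p = 0.0026 with an estimated correlation). After median scaling the median of all genes tested was 0.36 in Hs 578T and -0.17 in BT-20. The lists were fixed before the data were examined, after the symbols of Table S1 had been read.
Of 48 genes of migration and invasion tested in Hs 578T, 16 fell and 5 rose (17 and 6 adjusted over the list alone). The cell surface proteoglycan SDC4 (-1.76) and the small GTPase RHOB (-1.52) fell, and the integrin subunit ITGA2 (1.17) rose. The list's median was -0.15 (camera adjusted p = 0.0040, adjusted p = 0.20 with an estimated correlation), which turned to 0.02 after median scaling but lay 0.33 below all genes there. The study chose 7 of the list's genes in Table S1 on these arrays, which are not independent evidence. In BT-20, ACKR3, a chemokine receptor, was the only gene of this list to pass limma's adjusted threshold, with a log2 fold change of -1.12 (5 lower and 4 higher adjusted over the list alone). The list's median there, 0.10, turned to -0.18 after median scaling (camera of limma, adjusted p = 0.70). The mesenchymal markers in Hs 578T had a median of -0.35 (14 lower adjusted over the list alone, camera adjusted p = 0.00018, adjusted p = 0.24 with an estimated correlation). In BT-20, TWIST2, a transcription factor of mesenchymal cells, fell at least 1.80-fold, as 1 of 7 markers tested (2 lower adjusted over the list alone, median -0.26, camera of limma, adjusted p = 0.14). Genes that promote apoptosis went both ways in Hs 578T, with 6 of 20 lower and 3 higher (7 and 3 adjusted over the list alone). The BCL2 family member BNIP3L (-1.67) fell and the death receptor TNFRSF10B (0.62) rose. Their median was 0.01, their mean -0.17 and camera's adjusted p 0.36. Of 9 apoptosis inhibitors 2 rose and 1 fell (the same adjusted over the list alone, median 0.11, camera of limma, adjusted p = 0.81), among them the co-chaperone BAG3 (0.72). In BT-20, CASP2 was the 1 of 23 promoting genes that passed (3 lower and 1 higher adjusted over the list alone, adjusted p = 0.12 from camera of limma), and BCL2L2 the 1 of 10 inhibitors (1 higher adjusted over the list alone, camera adjusted p = 0.27). Of 24 genes of growth factor signaling in Hs 578T, 9 fell and 4 rose (10 and 4 adjusted over the list alone). The receptor MET (-1.11) and the transcription factor JUN (-0.96) fell, and the kinase MKNK2 (1.54) rose, with a list median of -0.04 that turned to 0.26 after median scaling (camera of limma, adjusted p = 0.23). In BT-20 none of the 24 passed limma's adjusted threshold (4 higher and 3 lower at an unadjusted p under 0.05, 2 higher and 1 lower adjusted over the list alone, camera adjusted p = 0.27). Among the 40 genes that changed in both lines in the same direction, no list was enriched (one-sided Fisher's exact test, smallest adjusted p 0.78).
With the 6 arrays of a line split in other ways, camera with the preset correlation still called 2 to 8 lists in Hs 578T and 1 to 8 in BT-20. The BT-20 shNONO arrays differed in these lists: the mitotic median lay at -0.14 in replicate 1, 0.53 in replicate 2 and 0.36 in replicate 3, against -0.76, -0.71 and -0.73 in the Hs 578T shNONO arrays, and without BT-20 shNONO replicate 1 the mitotic list passed camera of limma as higher (adjusted p = 0.047) and with replicate 1 as the only shNONO array, a setting chosen after seeing the data, as lower (adjusted p = 0.038), while without BT-20 shCon replicate 1, 2 or 3 limma left 0 probes at the adjusted threshold in that line.

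**Figure D2:**
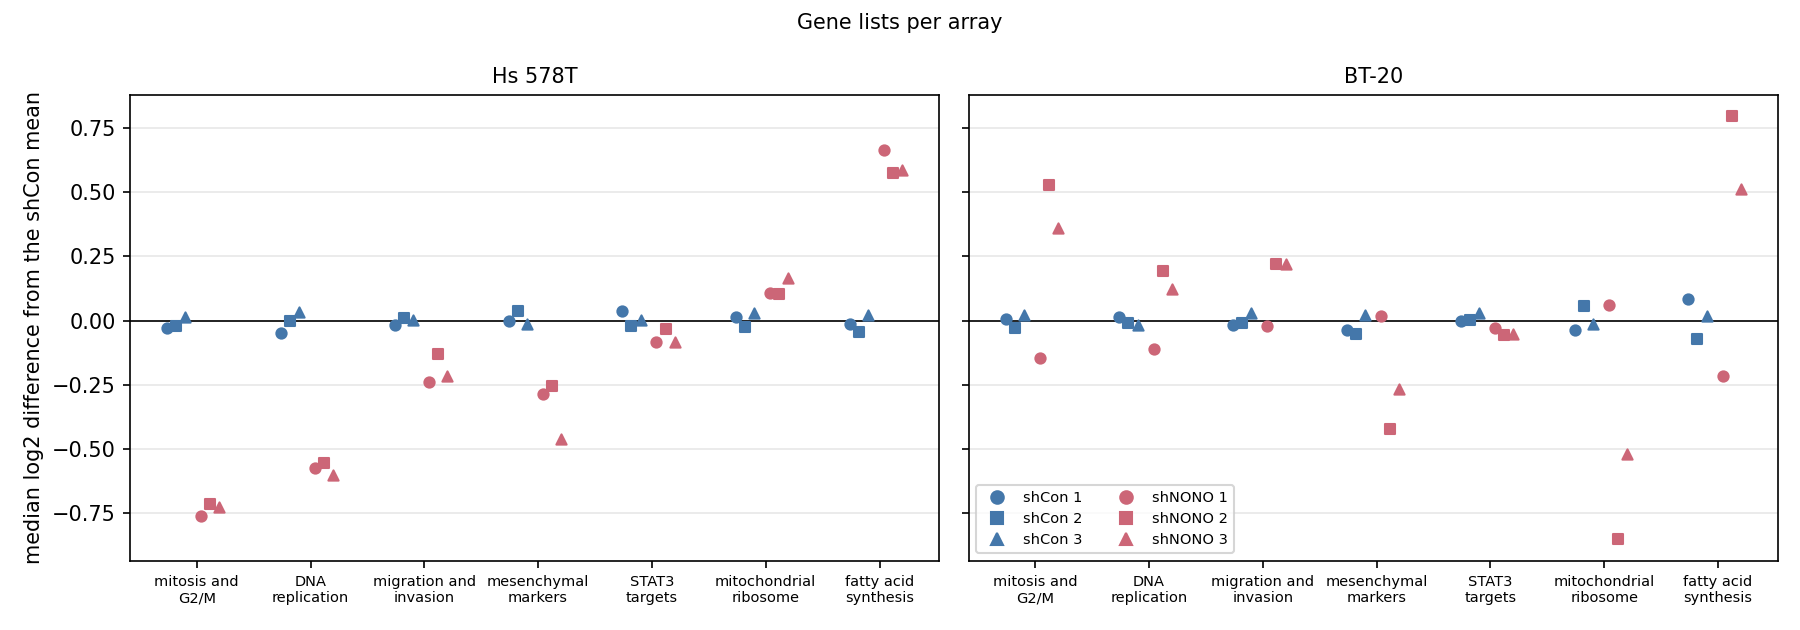
Median log2 difference of each gene list drawn from the mean of the line's shCon arrays, with 1 symbol per array (blue for shCon and red for shNONO, shaped by replicate), in Hs 578T (left) and BT-20 (right). The lists drawn are mitosis, DNA replication, migration, mesenchymal markers, STAT3 targets, the mitochondrial ribosome and fatty acid synthesis. The mitotic list lies between -0.76 and -0.71 in the Hs 578T shNONO arrays, where median scaling keeps it negative (-0.41), and between -0.14 and 0.53 in the BT-20 shNONO arrays, where median scaling turns the list's median to -0.02. The migration and STAT3 target lists in Hs 578T, and the migration and DNA replication lists in BT-20, also change sign after median scaling.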

Ingenuity Pathway Analysis (IPA) indicated that the 138 NONO-regulated genes were functionally associated with cell growth and proliferation, cell cycle, and cell movement and migration, consistent with our findings shown in Figure 2 (Figure 3C). 

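STAT3 mRNA, which encodes a transcription factor activated by cytokine receptors and JAK kinases, was lower after NONO silencing in both lines on each of its 3 detected probes. On the probe detected in every array (ILMN_2401978), its log2 intensity was 8.33 ± 0.05 (SD, n = 3) with shCon and 6.70 ± 0.17 (SD, n = 3) with shNONO in Hs 578T, which is 3.10-fold lower. In BT-20 it was 8.72 ± 0.13 (SD, n = 3) and 7.82 ± 0.10 (SD, n = 3), which is 1.87-fold lower. Known STAT3 target genes did not move together in either line. In Hs 578T, cyclin D1 (CCND1) and HIF1A, a regulator of the response to hypoxia, fell, while the prostaglandin synthase PTGS2 and the transcription factor CEBPD rose.
The log2 fold change of STAT3 on this probe was -1.63 in Hs 578T (standard error 0.10, adjusted p = 0.00022 from limma) and -0.90 in BT-20 (standard error 0.10, adjusted p = 0.028 from limma). With the main normalization the fall on this probe was larger in Hs 578T, by a log2 difference of -0.73 (standard error 0.15, adjusted p = 0.012 from limma's interaction test). The size of such a difference depends on the normalization. Median scaling set the median of detected probes at 0.32 in Hs 578T and -0.19 in BT-20. Under it, 4214 of the differing probes were higher and 41 lower in Hs 578T. For the other probes of STAT3, below, the difference was not measured and did not pass (adjusted p = 0.67 and 0.53 from limma's interaction test). The probe ILMN_1663618 was undetected in the Hs 578T shNONO arrays and at least 1.92-fold lower there (adjusted p = 0.0014 from limma), and 2.50-fold lower in BT-20 (log2 fold change -1.32, standard error 0.09, adjusted p = 0.016 from limma). The probe ILMN_2410986 was likewise undetected with shNONO in Hs 578T and at least 1.47-fold lower (adjusted p = 0.0025 from limma), and 2.21-fold lower in BT-20 (log2 fold change -1.14, standard error 0.10, adjusted p = 0.017 from limma). Of 27 STAT3 targets tested in Hs 578T, 9 fell and 4 rose (the same adjusted over the list alone), with a median log2 fold change of -0.03 that turned to 0.36 after median scaling and 0.03 with cyclic loess (camera of limma, adjusted p = 0.40). CCND1 had a log2 fold change of -0.76 (adjusted p = 0.00078), HIF1A -0.90 (adjusted p = 0.00094), PTGS2 2.75 (adjusted p = 9.1e-05) and CEBPD 0.74, all from limma. In BT-20 none of 26 targets passed limma's adjusted threshold (4 higher and 4 lower at an unadjusted p under 0.05, 2 and 2 adjusted over the list alone), with a median of -0.07 that turned to 0.02 with cyclic loess (camera adjusted p = 0.89). The largest of these changes was in ID1, an inhibitor of differentiation, with -1.62 (adjusted p = 0.070 from limma). Of 13 other genes of JAK-STAT signaling tested in Hs 578T, 5 rose and 3 fell (the same adjusted over the list alone). The phosphatase PTPN11 (0.65), the kinase JAK1 (0.41) and the feedback inhibitor SOCS2 (0.54) rose and the receptor subunit IL6ST (-0.63) fell. The median of these genes was 0.30, their mean 0.06 and camera's adjusted p 0.68. In BT-20 none of 14 passed limma's adjusted threshold (2 higher and 1 lower at an unadjusted p under 0.05, 0 adjusted over the list alone), with a median of 0.27 (camera adjusted p = 0.099).
The call of STAT3 ILMN_2401978 in BT-20 was lost without any 1 array of the line except shNONO replicate 1 (adjusted p = 0.20, 0.17 and 0.18 without shCon replicate 1, 2 and 3, and 0.10 and 0.15 without shNONO replicate 2 and 3, from limma), and so were those of STAT3 ILMN_1663618 in BT-20 and STAT3 ILMN_2410986 in BT-20 (0.060 to 0.17). In Hs 578T the latter probes, detected only with shCon, could not be tested without any 1 shCon array.

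**Figure D3:**
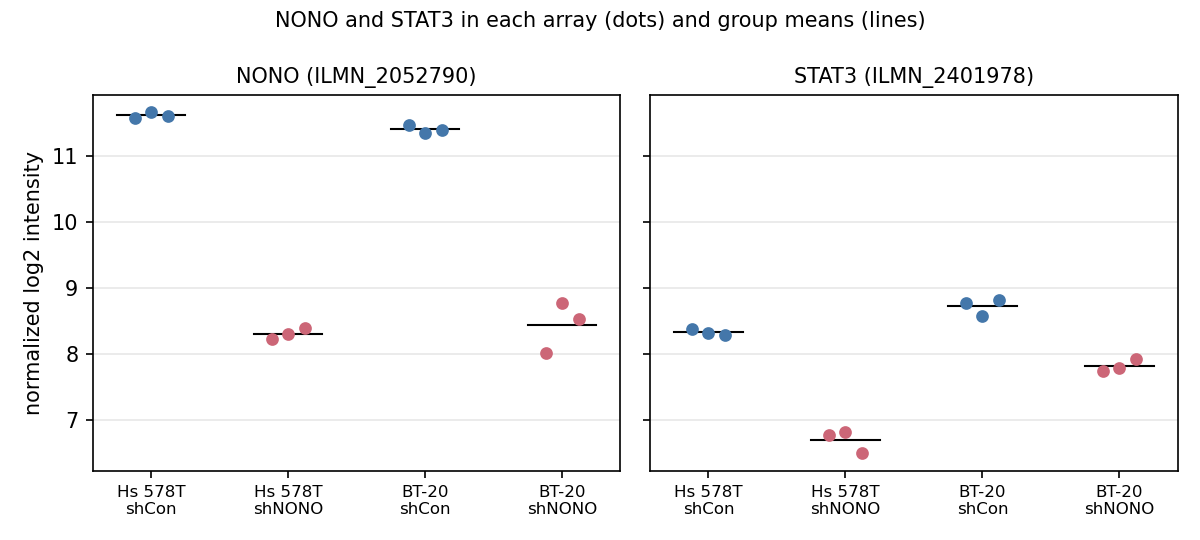
Normalized log2 intensity of NONO (left, ILMN_2052790) and STAT3 (right, ILMN_2401978) in each array (dots, blue for shCon and red for shNONO) with the group means (lines). Every shNONO dot lies below every shCon dot of its line for both genes.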

Among the oncogenic factors detected in these experiments, we focused on STAT3 as a downstream target of NONO, since it is a well-known oncogenic transcription factor (TF) related to TNBC functions 30, 31 and is an attractive therapeutic target currently being explored in multiple trials 32, 33. We investigated the role of NONO in regulating STAT3 signaling using western blotting and qRT-PCR to validate the gene expression profiling data. This analysis revealed that STAT3 itself, and its targets such as *CCNB1* and *CCND1*, were significantly downregulated in Hs 578T and MDA-MB-231 TNBC cells following shNONO infection (Figure 3D and 3E). In addition, STAT3 expression decreased after *in vivo* NONO silencing (Figure 3F and 3G). However, STAT3 did not influence NONO expression (Figure 3H), suggesting that NONO is an upstream regulator of STAT3.

We next evaluated whether the oncogenic properties of NONO were due to the activation of STAT3. Whereas TNBC cell growth, invasion, and migration was diminished by NONO silencing, re-introduction of the STAT3 gene reversed this effect (Figure 3I-3M), indicating that NONO-induced growth is dependent on STAT3 expression. Taken together, our current data suggest that NONO positively regulates STAT3 signaling and that this contributes to the oncogenic properties of NONO.

### Mechanism of STAT3 regulation by NONO in TNBC

Although STAT3 was confirmed to be regulated by NONO in TNBC (Figure 3), we sought to understand more clearly the mechanism by which NONO regulates STAT3 gene expression to maintain its oncogenic functions in TNBC. RBPs usually bind directly to the 3' UTR region of their downstream target gene RNAs and previous reports have demonstrated that NONO binds to a specific response element within the locus 34. Based on this defined sequence, we explored NONO binding sites at the STAT3 locus, which we then ranked based on the degree of consensus (Figure S6). We identified five putative target sites (Figure 4A) and then demonstrated using RNA-IP that NONO binds STAT3 RNA in TNBC cells (Figure 4B). To further explore this interaction, we generated reporter constructs harboring the STAT3 locus containing NONO-binding sites. Wild type and mutant reporter constructs were generated and co-transfected with NONO cDNA into the cells. NONO significantly enhanced the activity of the wild type reporter. Of the NONO-binding sites that were mutation-tested, the M4 site (*CAGCACUG*) mutant showed the least reporter activity, suggesting that it is crucial for NONO binding to STAT3 RNA (Figure 4C).

STAT3 interacts with diverse proteins to maintain physiological functions in cancer cells as a TF 35. We investigated whether NONO regulates STAT3 function in addition to the RNA levels. Surprisingly, following endogenous and exogenous expression, STAT3 and NONO proteins were found to coimmunoprecipitate (Figure 4D), indicating a direct protein-protein interaction. To quantify this interaction more precisely, we performed fluorescence cross-correlation spectroscopy (FCCS) analysis in live cells that co-expressed GFP-STAT3 and RFP-NONO. The strength of the interaction is represented in this experiment by the relative cross-correlation amplitude. A significant interaction was detected between GFP-STAT3 and RFP-NONO compared with the corresponding GFP and RFP-NONO monomers (Figure 4E). To then evaluate the docking conformation of the NONO/STAT3 complex, we performed a protein-protein docking simulation using ClusPro 17. The ClusPro scores for the docking model in this instance were -908.5 for the center and -1006.3 for the lowest energy region, suggesting a favorable binding mode (Figure 4F).

NONO was further found to co-localize with STAT3 in the nucleus (Figure 4G), suggesting that these factors interact functionally. Indeed, the NONO protein interacted with the *CCND1* gene promoter region, which is a target of STAT3 (Figure 4H). In further support of the contention that NONO and STAT3 proteins interact at STAT3 target promoter sites, ectopically expressed NONO was observed to directly activate a STAT3 reporter construct, and this activity increased in the presence of STAT3 (Figure 4I). Consistently, the silencing of NONO decreased *STAT3* promoter activity, which was reversed by the re-introduction of STAT3; again suggesting that STAT3 transcriptional activity is regulated by NONO (Figure 4J). We speculated that NONO may mediate part of its activity by stabilizing STAT3, since RBPs frequently affect RNA and protein stability to maintain various cellular functions 36. After treatment with the protein synthesis inhibitor cycloheximide, we measured the protein expression of STAT3 in NONO-suppressed cells. As shown in Figure 4K, STAT3 was more rapidly degraded in NONO-suppressed cells treated with cycloheximide. Blocking transcription by exposing the cells to actinomycin D produced similar results (Figure 4L). Thus, our data suggest that NONO regulates STAT3 expression and function by regulating both RNA levels and protein stability through direct protein-protein interactions, thereby maintaining the oncogenic function of STAT3.

### Clinical relevance of NONO-STAT3 in TNBC

Since NONO is associated with the clinical outcomes in cancer patients, and STAT3 is regulated by NONO and is involved in its function, we investigated the clinical relevance of STAT3 in samples from BC patients. As expected, STAT3 expression was markedly higher in TNBC compared with non-TNBC tissues (Figure 5A and S7A) and was positively correlated with NONO mRNA expression in various BC patient cohorts (Figure 5B and S7B). Kaplan-Meier analysis of dichotomized STAT3 gene expression revealed that higher expression levels are associated with poorer clinical outcomes in TNBC (Figure 5C and S7C) and that higher NONO and STAT3 levels are associated with significantly poorer patient survival (Figure 5D and S7D).

As transcriptional regulators, NONO and STAT3 influence downstream gene expression to maintain their oncogenic properties. We investigated the gene networks shared between NONO and STAT3 by comparing the gene expression signatures specific to the silencing of both factors 37 (GSE85579) in MDA-MB-231 cells. The resulting Venn diagram in Figure 5E indicates that a substantial number of genes could be identified as downstream targets of both factors, suggesting that the biological activity of NONO might be dependent on STAT3. To better understand the gene network traits that are common to NONO and STAT3, 272 gene signatures were analyzed by IPA. This analysis, shown in Figure 5F, revealed that the common gene signatures between these factors are highly associated with cancer cell growth and proliferation, and with the cell cycle, death, movement, and migration, consistent with the results shown in Figure 3C. We next tested the clinical relevance of these shared signatures by applying a previously established prediction strategy that employs multiple different algorithms 12, 38 (Figure 5G). As expected, the shared gene expression signatures were significantly associated with patient survival and disease recurrence in BC patients when judged using the predicted outcomes of various classifiers 38. Patients with knockdown signatures (KS signatures) showed better prognosis and vice versa (Figure 5H and S8). Taken together, our present findings indicate that NONO is functionally associated with STAT3 and can dictate TNBC clinical outcomes.

### NONO silencing sensitizes TNBC cells to chemotherapeutics

The responsiveness to chemotherapy and radiation therapy is a strong indicator of the clinical outcome in TNBC patients 5, 39. Genomic analysis has shown that the high expression of NONO is related to poorer prognosis in TNBC; as shown in Figure 1, our current analysis found NONO highly associated with chemotherapeutic responsiveness. We performed further detailed analysis to investigate whether NONO expression is associated with the treatment response. Epirubicin is an anthracycline agent widely used in TNBC; our genomic datasets indicated that NONO expression was associated with poor prognosis in epirubicin-treated ER-negative patients and other agents-treated patients (Figure 6A). We also observed that NONO expression was significantly higher in treatment non-responders (Figure 6B). Furthermore, high NONO levels were associated with a poorer prognosis in TNBC or basal-like tumor patients who had undergone chemotherapy or radiation treatments (Figure S9A), and both NONO and STAT3 expression was also found to contribute to drug resistance (Figure 6C and S9B). These findings implicate NONO in the drug-responsiveness of TNBC.

Previous reports have suggested that drug-resistant cancer cells show features of cancer stem-like cells (CSCs) and that STAT3 is one of the major factors contributing to CSC proliferation 40. Since NONO is involved in STAT3 regulation and is associated with drug-resistance, we tested whether NONO influences CSC proliferation via STAT3 regulation. The sphere formation assay found CSC proliferation to be significantly decreased in NONO-silenced cancer cells (Figure 6D and S10A); this was reversed by reintroducing STAT3 (Figure 6E) and reduced the expression of CSC markers by NONO-silencing was recovered by reintroducing STAT3 (Figure 6F). Furthermore, NONO correlated with the CSC markers SOX2, NANOG, and POU5F1/Oct4 in TNBC patients (Figure 6G and S10B). These results clearly indicate that NONO regulates CSC proliferation via STAT3 and that NONO promotes drug resistance in TNBC cells by influencing CSC proliferation.

We next tested whether NONO expression is associated with the drug or radiation treatment response using NONO-silenced TNBC cell lines. When NONO expression was silenced, MDA-MB-231 cells became sensitive to the doxorubicin standard therapy used in TNBC patients (Figure 6H), suggesting that NONO accounts for the resistance of TNBC cells to this drug. In addition, other treatments commonly used in TNBC patients, such as cisplatin and radiation, were found to be more effective in NONO-silenced MDA-MB-231 cells (Figure and S11A and S11B) and drug IC50 in NONO silenced cells was lower in parental cell (Figure 6I). In addition, the recovery experiment revealed that resistance to the chemotherapeutic-drugs was dependent on STAT3 expression (Figure 6J and S11C). These results demonstrated that silencing of NONO improves the efficacy of chemotherapeutics and radiation therapy in TNBC models.

### Drug screening for NONO inhibitors in TNBC

Since NONO was found to be critically associated with cancer cell growth and clinical outcomes, we investigated whether the direct targeting of NONO would be an effective way to suppress cell proliferation in TNBC. To identify novel drugs capable of suppressing NONO activity, we performed high-throughput screening of a library of FDA-approved drugs comprising 770 compounds (Screen-Well ® FDA approved drug library V2). These compounds have previously well characterized in terms of safety, biological activity, and function. MDA-MB-231 cells were infected with GFP-NONO cDNA and selected with puromycin. The cells were then seeded and treated with the drug library; then, the GFP-signal intensity was measured (Figure 7A). The first selection results revealed that 12 compounds in the library inhibited the GFP-NONO signal intensity, and a repeat validation indicated that 11 of these compounds suppressed the GFP-NONO signal (Figure 7B). We tested whether four of these compounds (auranofin, digoxin, colchicine, and podophyllotoxin) suppressed NONO and the STAT3 gene expression level downstream of NONO. Auranofin significantly suppressed NONO and both the STAT3 mRNA and protein expression level in MDA-MB-231 cells (Figure 7C-E). The murine 4T1.2 syngenic model reflecting TNBC phenotypes 41 and the xenograft model using MDA-MB-231 revealed that NONO expression was decreased by auranofin treatment (Figure 7F). To next whether the cell growth inhibition by auranofin is dependent on NONO gene expression, we performed a rescue experiment. Cancer cell growth suppression by auranofin was indeed found to be partially reversed by re-introduction of NONO (Figure 7G and H), demonstrating that the growth inhibitory effects of auranofin are mediated by NONO expression targeting.

Our data thus indicate that auranofin might be a candidate NONO inhibitor particularly promising as an anti-cancer therapeutic agent.

## Discussion

A detailed molecular understanding of the properties and functions of oncogenes is vital to uncovering novel molecular targets and developing alternative treatments for different types of cancer. RBPs can drive tumorigenesis in a similar manner to oncogenes by altering cancer initiation, progression, and metastasis 20. Indeed, further dysregulation of RBPs frequently detected in various cancer types.

In our present study, we have identified NONO as a pivotal RBP in the modulation of TNBC cell growth (Figure 8). Whereas NONO upstream regulators such as Ets-1 25 and CRTC/LINC00473 42 have already been defined, the NONO downstream targets that drive tumorigenesis have not been previously characterized. We noted that the NONO-STAT3 axis mediates cancer cell growth and drug-sensitivity in TNBC. Importantly, NONO appears to function through its binding to both STAT3 RNA and protein. STAT3 and NONO have been shown to facilitate cancer cell growth, invasion, and migration 31. STAT3 directly regulates various oncogenes such as *COX2* and the *ID1*,* CCND1*,* VEGF*,* MMP,* and *ILs* families as downstream targets to drive carcinogenesis 43 and is hence a promising target for the treatment of several malignant tumors 44. Our present data suggest that the oncogenic potential of NONO is largely dependent on STAT3 expression (Figures 3-6). To exert its typical function, each RBP directly binds to its specific and preferentially recognized RNA sequence and thereby participates in various key cellular events such as transcription, translation, stability, localization, and degradation 20. We found from our present analysis that NONO directly interacts with a putative binding site within the STAT3 RNA region (Figure 4A-C). Surprisingly, in addition to its role in stabilizing STAT3 RNA, NONO directly binds the STAT3 protein and increases its stability and activity. This allows NONO to alter STAT3 function through multiple cooperative mechanisms (Figure 4 and 8).

STAT3 along with NONO confer chemoresistance, which is highly correlated with the DNA repair pathway; previous studies have already revealed that NONO does influence the DNA repair pathway 45-47. Our data partially provide that NONO maybe confer chemoresistance through its DNA repair pathway regulation.

In this study, our systematic analysis using genomic data uncovered various RBPs that are differentially expressed in TNBCs and other BC types (Figures 1 and S2). Although recent genomic analysis of the transcriptome has indicated that RBPs are highly expressed in tumor tissues compared to normal tissues 48, differentially expressed RBPs have not yet been identified in distinct subtypes of cancer. We observed 10 RBPs that are significantly upregulated in TNBC and are highly associated with the chemoresponsiveness of these tumors. Although in our current study we focused on NONO in our current study, further investigations on other RBPs are warranted since there is a very strong possibility that other members of this family also possess significant oncogenic properties. Indeed, recent investigations have demonstrated that various RBPs have functional roles in ER-positive BC. For example, the MSI2 RBP has been reported to participate in the ESR1 gene regulation 9, while RNPC1 RBP has been found to modulate ESR1 stabilization 49. Although some studies have also previously implicated a role for RBPs in TNBC 8, the underlying mechanisms still remained poorly understood and the clinical relevance unclear. However, our present findings clearly demonstrate that NONO expression is significantly higher in TNBC and that this RBP is functionally associated with cell proliferation in this cancer type. Although further validations will be needed to use NONO as a molecular marker, its tentative application as a therapeutic target in TNBC is highly desirable.

STAT3 activation is known to lead to drug resistance in several cancers 50, 51. This suggests that the NONO-STAT3 axis is crucial for drug responsiveness and thereby for the patients' clinical outcome. Silencing of NONO in TNBC cells, which causes downregulation of STAT3 gene expression, increases their sensitivity to chemotherapeutic drugs (Figure 6). Targeting NONO may thus provide an effective approach to block the oncogenic properties of STAT3 and increase TNBC sensitivity to chemotherapy. As we have demonstrated herein, siRNA administration is a feasible approach to suppress NONO and therefore provides a proof-of-concept (Figure 2J); downregulation of NONO by antisense RNA or by proteolysis-targeting chimeras, both of which are being adopted in various clinical settings, is a potential new treatment approach in TNBC. In addition, the disruption RBP-RNA interactions with small-molecule inhibitors or oligonucleotides has been achieved already in proof-of-concept experiments 52. The crystal structure of NONO has revealed that it forms a heterodimer with SFPQ 53. However, whether this heterodimerization is functionally involved in cancer development and in the assembly of the NONO-STAT3-SFPQ-triple complex is still unclear however; it is therefore yet unknown whether disruption of either this heterodimer or complex will suppress NONO functions.

Based on our initial aforementioned observations, we explored the possibility of using a direct NONO inhibitor in TNBC. Unexpectedly, our drug screening results revealed that auranofin is one of several potential inhibitors of NONO in TNBC (Figure 7). Auranofin is a well-known anti-inflammatory drug used in rheumatoid arthritis 54. Recently, several studies based on a drug-repositioning concept have suggested that auranofin possesses anti-proliferative effects in cancer cells 41. Although our current results hint to auranofin being able to modulate NONO activity, other and more specific targeting agents will also need to be explored.

In conclusion, we report a novel function for the RNA-binding protein NONO in TNBC and reveal a tight relationship between NONO and STAT3. Our findings have increased our understanding of the mechanism underlying the regulation of cancer cell proliferation by specific RBPs and have helped us elucidate novel therapeutic targets for treating TNBC.

## Supplementary Material

Supplementary figures.

Supplementary table.

## Figures and Tables

**Figure 1:**
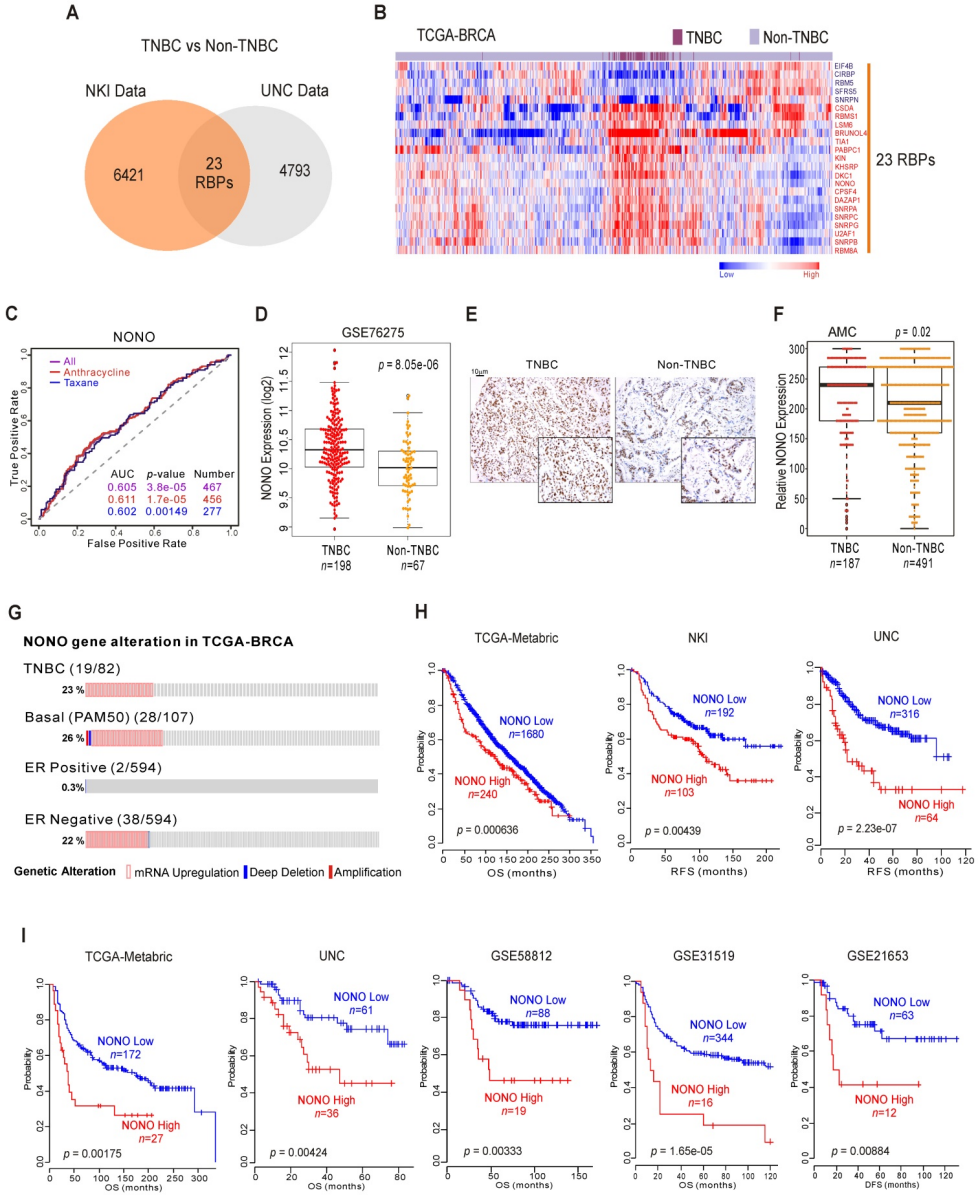
** NONO expression and prognosis in TNBC (A)** Venn diagram of genes showing significant differential expression between TNBC and non-TNBC in two independent BC patient cohorts. A univariate test using Class Comparison Analysis in the BRB array tool was employed. **(B)** The expression of 23 RBP genes was commonly up- or downregulated in the TCGA-BRCA cohort. Heat maps represent RBP expression levels. RBP genes are highlighted in blue or red text. **(C)** ROC curve analysis of NONO expression-related probability of recurrence in the BC cohorts. ROC curve analysis was performed to evaluate the correlation of NONO gene expression levels with chemo-response recurrence by determining the area under curve estimated through the concordance index. The corresponding *p-*values were determined using a one-sided Wilcoxon's rank test. **(D)** NONO mRNA expression (Log_2_) levels in TNBC and non-TNBC patients.** (E)** Representative image of NONO from TMA** (F)** Quantitative analysis of TMA data for NONO from breast tissues. Relative expression is multiply of stained intensity and percentage. **(G)** Gene alteration of NONO in the TCGA-BRCA cohort. **(H and I)** Patients in the indicated BC cohorts including TNBC cohorts (H) or TNBC-specific cohorts (I) were divided in two groups by relatively high or relatively low NONO expression and were considered for plotting. Statistically differences between these groups were indicated with log‐rank test.

**Figure 2:**
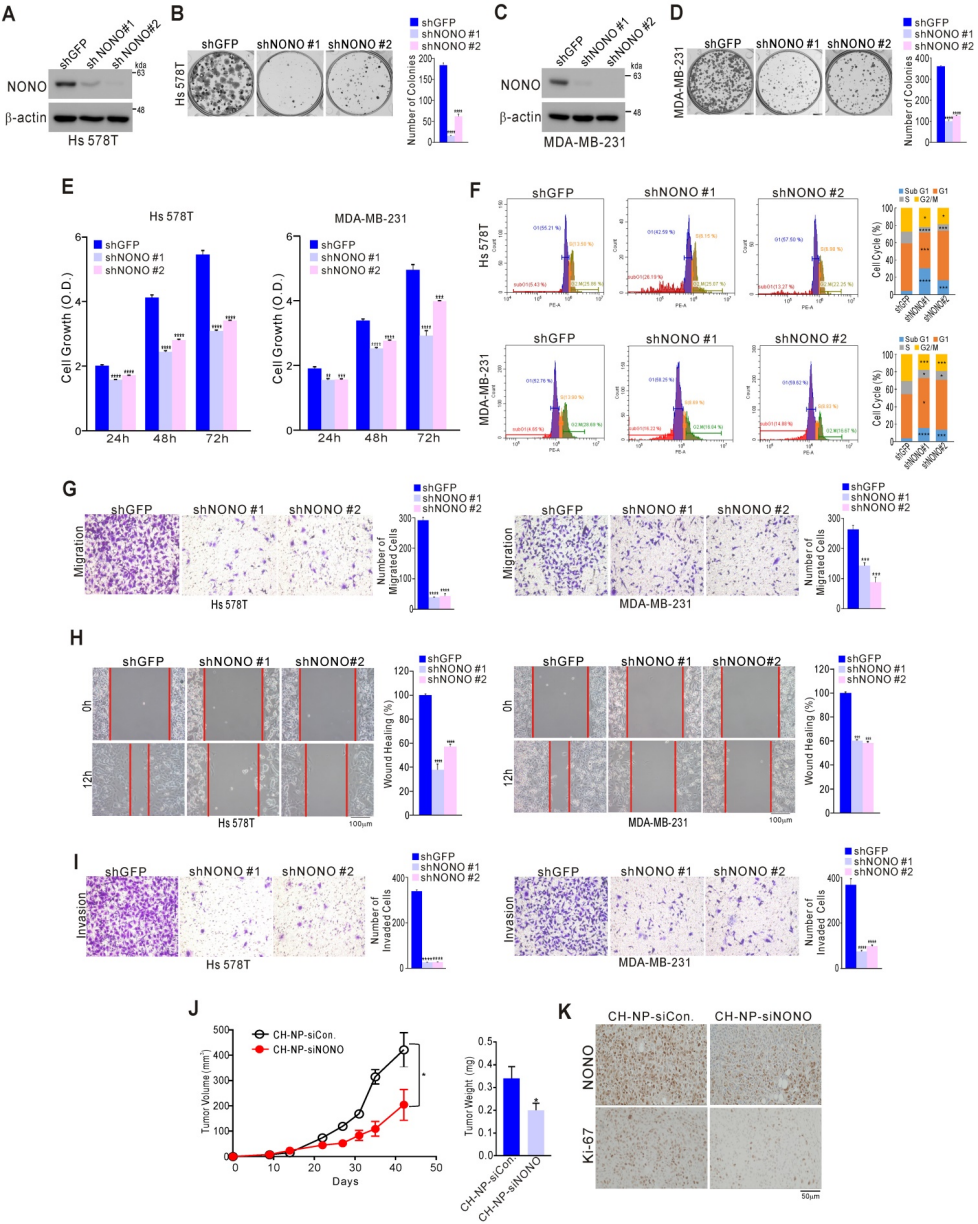
** NONO regulates cell growth and motility in TNBC cells (A-D)** The indicated TNBC (triple-negative breast cancer) cells were stably transfected with shNONO or control shRNA (shGFP) and then analyzed by western blotting with a NONO antibody **(A, C)**. The clonogenic survival of infected cells was quantified by colony formation assay **(B, D)**. **(E)** Infected cells were analyzed by proliferation assay (CCK8 assay) and FACS** (F)**. **(G)** Infected cells were tested in cell migration assays using Boyden chambers. These were conducted without extracellular matrix for 24 h and the migratory capacity of the cells was quantified by the number of stained cells. **(H)** The migration of infected cells was analyzed via a wound healing assay performed for 0 and 12 h by measuring the areas without cells. **(I)** Cell invasion was analyzed using Boyden chambers, with Matrigel functioning as the extracellular matrix. The cells in the invasion assay were incubated for 24 h at 37 ^o^C and stained with crystal violet, following which, they were quantified. **(J)** After MDA-MB-231 cells were injected into nude mice, the indicated siRNA was administered to the animals. Tumor volumes and weights were then measured (*n*=5). **(K)** Representative immunohistochemistry analysis of mouse samples was performed. All results are shown as means plus standard deviations from three independent replicates (*p < 0.05, **p < 0.01, ***p < 0.005, and ****p < 0.001).

**Figure 3:**
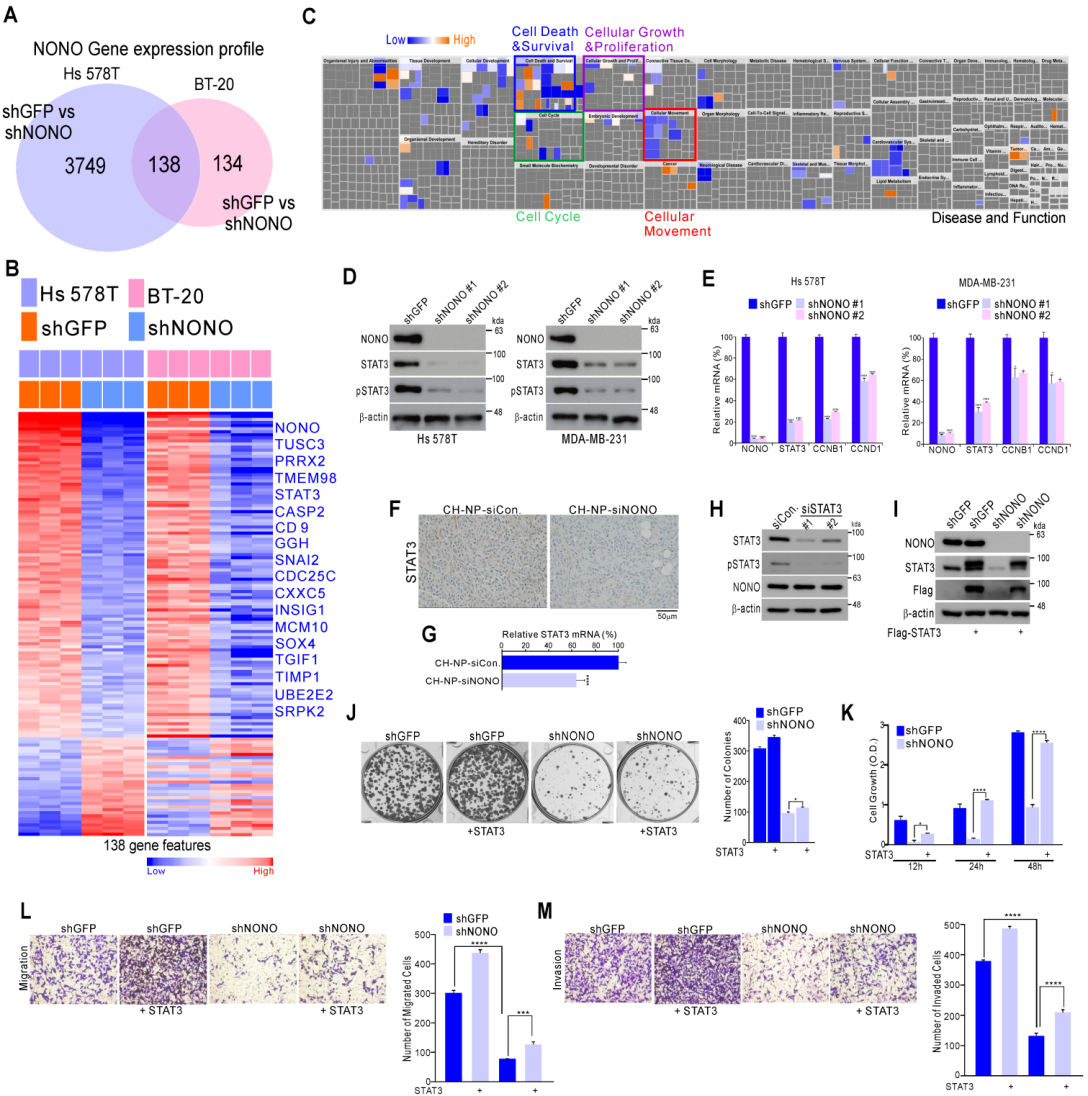
** NONO regulates STAT3 gene expression and thereby governs TNBC cell growth (A)** Gene expression signatures specific to the loss of NONO expression via shNONO in two TNBC cell lines. Genes in the Venn diagram were selected by applying Class Comparison Analysis from the BRB array tool (p < 0.001). **(B)** Gene expression profile presented in a matrix format. In this matrix, red and blue indicated relatively high and low expression, respectively, as indicated in the scale bar (log_2_-transformed scale). Genes with oncogenic potential are listed. **(C)** Ingenuity Pathway Analysis (IPA) of the genes differentially expressed after NONO silencing. **(D-E)** Western blot and** (D)** qRT-PCR** (E)** analysis of STAT3-associated genes in TNBC cells after infection with the indicated lentivirus.** (F-G)** Representative immunohistochemistry image **(F)** and qRT-PCR **(G)** analysis after silencing of NONO in a xenograft model.** (H)** Western blot analysis of NONO and STAT3 after treatment of MDA-MB-231 cells with siSTAT3. (I-M) Rescue experiments following the introduction of STAT3. After infection with shGFP or shNONO, the Flag-STAT3 plasmid was transfected into MDA-MB-231 cells. This was followed by western blotting (I), CFA (J), CCK8 (K), migration (L) and invasion (M) assays. Data represent the means plus standard deviations from three independent replicates. A student's t-test was used to examine statistical significance (*p < 0.05, **p < 0.01, ***p < 0.005, and ****p < 0.001).

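In Hs 578T, the largest rise after NONO silencing was in MGP, a matrix protein that inhibits calcification, which was 8.52-fold higher with shNONO. CCN3, a matricellular protein, was 7.16-fold higher and AKR1B10, an aldo-keto reductase, 6.57-fold higher. SYNGR1, a synaptic vesicle protein, and DEPDC1, a gene expressed in dividing cells, were at least 6.07-fold and 5.84-fold lower, and the glycolytic enzyme ENO2 was 5.80-fold lower. In BT-20, NBDY, which encodes a microprotein of the mRNA decapping complex, was 7.55-fold lower and GPC4, a cell surface proteoglycan, 3.71-fold lower, while MARCHF4, a ubiquitin ligase, was 3.47-fold higher.
In Hs 578T, 5399 of 13652 probes tested passed limma's adjusted threshold, 2897 higher and 2502 lower, which cover 3927 named genes. After median scaling, 6464 were higher and 1062 lower by limma. In BT-20, 94 of 15014 passed, 14 higher and 80 lower, which cover 75 named genes, and 3482 had an unadjusted p under 0.05. At the unadjusted p under 0.001 of the methods, 2630 probes passed limma's test in Hs 578T (1390 higher and 1240 lower) and 264 in BT-20 (64 higher and 200 lower). After median scaling, 3511 were higher and 473 lower in Hs 578T. MGP in Hs 578T had a log2 fold change of 3.09 (standard error 0.12, adjusted p = 7.2e-05 from limma), and -0.26 in BT-20 (adjusted p = 0.21 from limma). CCN3 had 2.84, AKR1B10 2.72 (standard error 0.07, adjusted p = 2.1e-05 from limma) and ENO2 -2.54 (standard error 0.08, adjusted p = 3.9e-05 from limma). Further rises in Hs 578T included the tryptophan-degrading enzyme IDO1 (at least 2.05-fold), the acyl-CoA synthetase ACSL5 (at least 2.08-fold), the microtubule-binding protein MAPRE3 (at least 3.56-fold) and the mitochondrial dehydrogenase HSD17B10 (log2 fold change 2.15, detected in 1 of 3 shCon arrays). Further falls included EDN1, which encodes endothelin 1 (4.61-fold), the adenylate kinase AK4 (4.28-fold) and ERO1A, an oxidase of the endoplasmic reticulum (at least 3.33-fold). In BT-20, NBDY had a log2 fold change of -2.92 (standard error 0.24, adjusted p = 0.017 from limma), GPC4 -1.89 (standard error 0.18, adjusted p = 0.021) and MARCHF4 1.79 (standard error 0.22, adjusted p = 0.039, all from limma). The protease inhibitor TFPI2 was 2.44-fold higher in BT-20, the mitochondrial peptidase subunit IMMP2L at least 3.00-fold lower and ID2, a regulator of differentiation, at least 2.48-fold lower. GMDS, an enzyme of fucose synthesis, had a log2 fold change of -1.64 and SMYD3, a lysine methyltransferase, -1.45. For 1503 of 12170 probes tested in both lines, the response itself differed between the lines by limma's interaction test (3823 at an unadjusted p under 0.05), with 915 log2 fold changes higher and 588 lower in Hs 578T (4214 and 41 after median scaling). MGP (log2 difference 3.36), AKR1B10 (2.90), ENO2 (-2.31), NBDY (2.61) and GMDS (1.65) were among them. These genes were named for a large change within a line on the same arrays, a choice that can raise such differences. The paper states that IPA associated the mRNAs shared by both lines with cell growth and proliferation, cell cycle, and cell movement and migration. From lower STAT3 mRNA and protein after NONO silencing, and from STAT3 silencing that left NONO unchanged (Fig. 3H), it proposes that NONO acts upstream of STAT3. It further reports that reintroduced STAT3 reversed effects of NONO silencing on growth, invasion and migration, and that NONO bound STAT3 RNA and protein.
The BT-20 count was 0 without shCon replicate 1, 2 or 3, 2 and 1 without shNONO replicate 2 and 3, and 8604 (4159 higher and 4445 lower) without shNONO replicate 1, by limma. Its count at the unadjusted p under 0.001 was 101, 111 and 108 without shCon replicate 1, 2 and 3, and 4018, 151 and 110 without shNONO replicate 1, 2 and 3, that of Hs 578T was 1556 to 1960 without any 1 of its arrays, and the number of probes whose response differs between the lines was 679 to 948 without any 1 Hs 578T or BT-20 shCon array and 6246, 1117 and 816 without BT-20 shNONO replicate 1, 2 and 3. Genes given as at least so many fold could not be tested without any 1 array of the group in which they were detected.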

**Figure 4:**
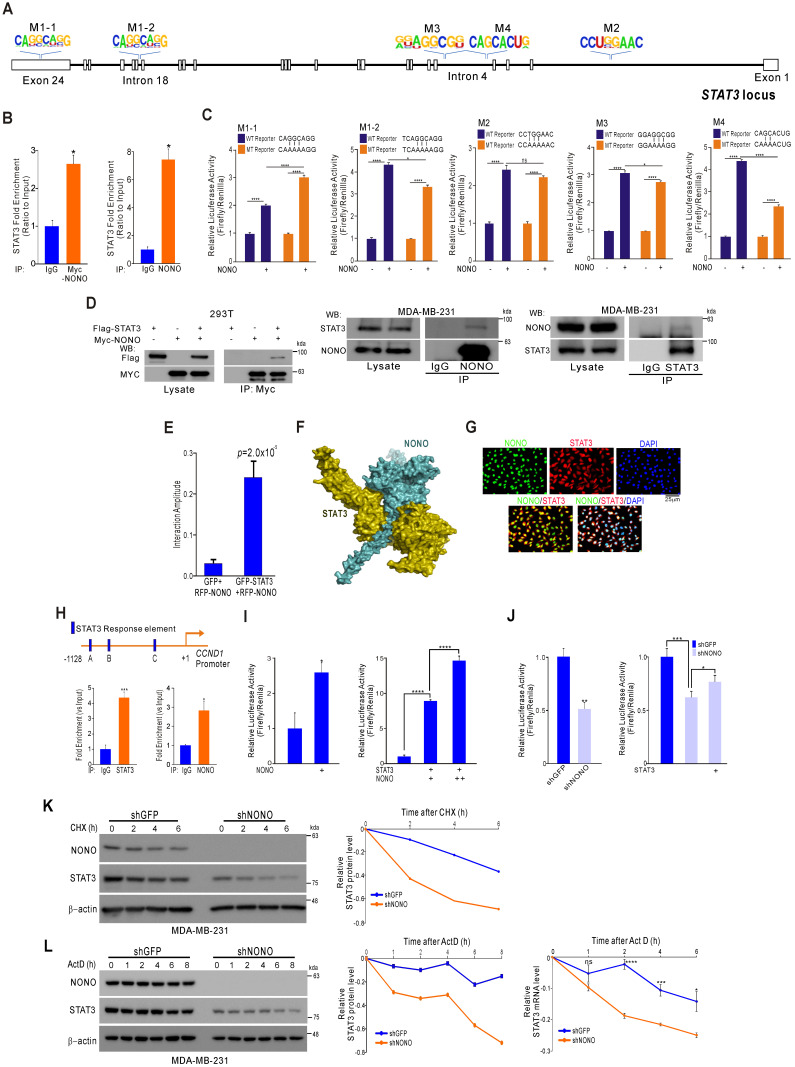
** NONO directly mediates STAT3 function in TNBC cells (A)** Alignment of the STAT3 locus sequence. **(B)** RNA-IP was performed with anti-Myc ab or endogenous NONO ab in Myc-NONO-overexpressing MDA-MB-231 cells or MDA-MB-231 cells. After RNA-IP, the cells were analyzed by qRT-PCR with the indicated probes. **(C)** A dual-luciferase assay in HEK293T cells, which harbored a luciferase reporter vector containing the wild or mutant-type sequence of STAT3 locus. Luciferase activities were measured after transfecting the indicated constructs. **(D)** HEK293T cells were transfected with Flag-STAT3 or Myc-NONO alone or in combination. The cells were then lysed and co-immunoprecipitated with Myc ab, and western blotting was performed with Myc and Flag antibodies (left panel). MDA-MB-231 cell lysates were immunoprecipitated with IgG and NONO (center panel) and STAT3 (right panel) antibodies, and western blotting was performed with STAT3 and NONO antibodies. **(E)** Protein interaction amplitudes based on the correlation functions obtained in the cells co-expressing GFP and RFP** (F)** Computational docking model for human NONO (cyan) and STAT3 (olive) predicted using ClusPro 17 (see Materials and Methods). **(G)** Cell localization of NONO and STAT3 in MDA-MB-231 cells. The cells were immunostained with the indicated antibodies and visualized using microscopy. **(H)** Schematic of the CCND1 promoter region. ChIP assays were performed in MDA-MB-231 cells using a STAT3 or NONO antibody. Recruitment of NONO to the CCDN1 promoter via STAT3 was analyzed using primers specific to this promoter. IgG was used as an internal control. **(I)** Dual‐luciferase reporter gene assay to determine the STAT3 activity level following transfection of NONO, STAT3, and a STAT3-reporter into HEK293T cells. **(J)** The STAT3-reporter was transfected into shNONO (or shGFP) infected MDA-MB-231 cells and rescued by STAT3 re-introduction. The cells were then used to measure luciferase activity. **(K and L)** MDA-MB-231 cells were stably transfected with shNONO or shGFP. After transfection, the cells were treated with DMSO, cycloheximide (CHX; 50μg/ml), or actinomycin D (Act D; 1μM) and harvested at the indicated time points. Total proteins or RNAs were extracted from the indicated cells and analyzed by western blotting with the indicated antibodies or qRT-PCR, respectively. Western blot bands were quantified using the software ImageJ. STAT3 protein levels were normalized to those of β-actin. The relative STAT3 protein or RNA level was designated as the protein or RNA half-life. All results are shown as means plus standard deviations from three-independent replicates (*p < 0.05, **p < 0.01, ***p < 0.005, and ****p < 0.001).

**Figure 5:**
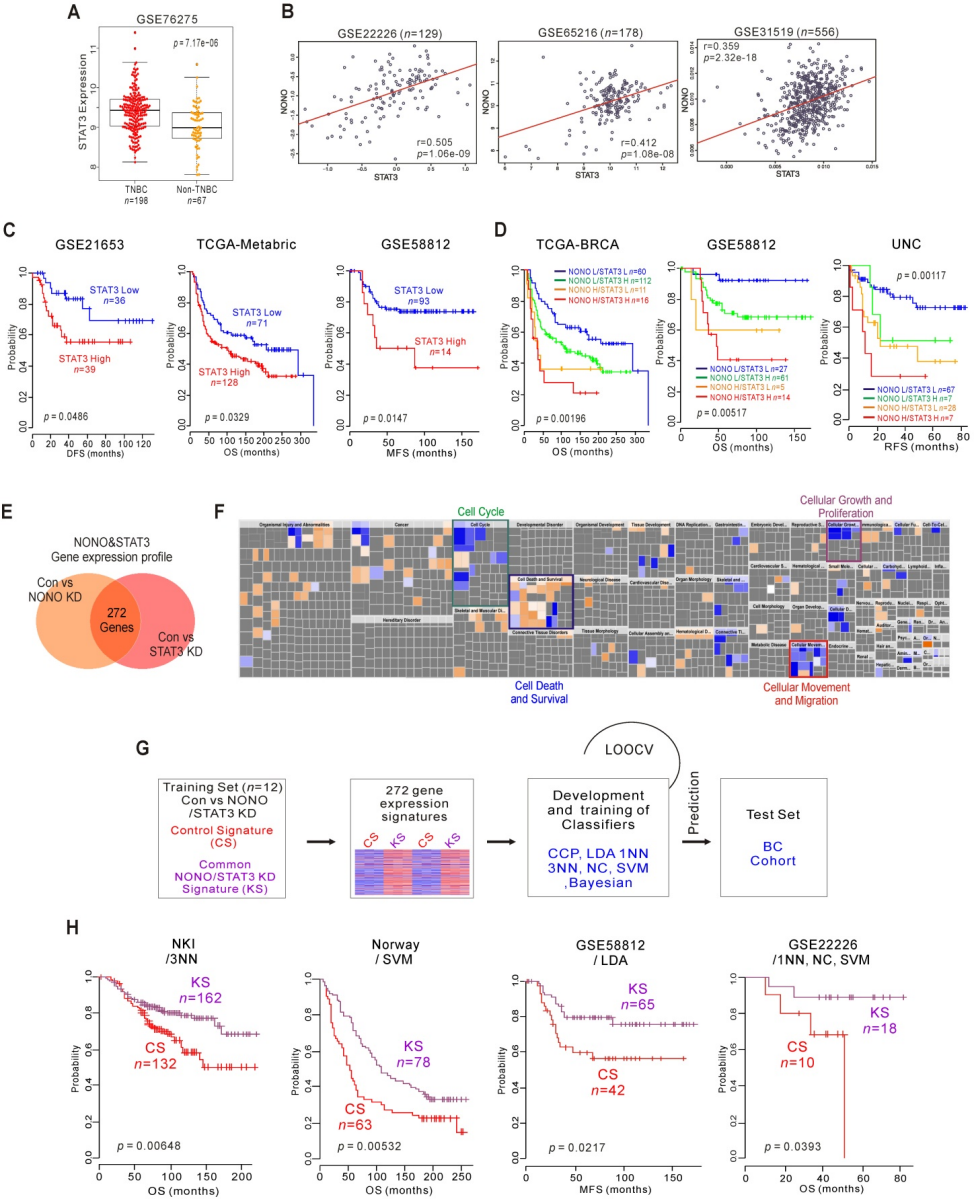
** NONO-STAT3 is clinically associated with TNBC (A)** STAT3 expression in TNBC and non-TNBC patients in the BC cohort. **(B)** Correlation of NONO and STAT3 gene expression in the indicated BC population, including TNBC patient cohorts. Scatter plots of NONO and STAT3 in the TNBC cohorts are shown. **(C-D)** Indicated patient cohorts were divided in two or four groups by the relative expression of NONO and STAT3. A log‐rank test was applied to estimate the significance of the differences. **(E)** Gene expression signature specific to the loss of NONO or STAT3 expression by shRNA or siRNA, respectively in MDA-MB-231 cells. Genes in the Venn diagram were selected by applying a two-sample Student's* t*-test (*P* < 0.001; more than 1.5 fold). The orange and pink circles represent genes whose expression patterns are significantly associated with the loss of NONO or STAT3*,* respectively. **(F)** IPA of the genes differentially expressed after NONO and STAT3 silencing. **(G)** Schematic diagram of prediction model generation and evaluation of predicted outcomes based on a shared gene expression signature of NONO and STAT3 in MDA-MB-231 cells. A shared gene expression signature was used to form a series of classifiers that estimated the probability of how much the expression pattern of BC patients was similar to the shared signature, control signature (CS) vs. knockdown signature (KS). **(H)** Kaplan-Meier plots of OS or MFS breast cancer patients in the indicated cohorts were predicted using the gene expression signature as a classifier. The differences between groups were significant as indicated (log-rank test). LOOCV, Leave-One-Out Cross-Validation; CCP, compound covariate predictor; 1NN, one nearest neighbor; 3NN, three nearest neighbors; NC, nearest centroid; SVM, support vector machines; LDA, linear discriminator analysis.

**Figure 6:**
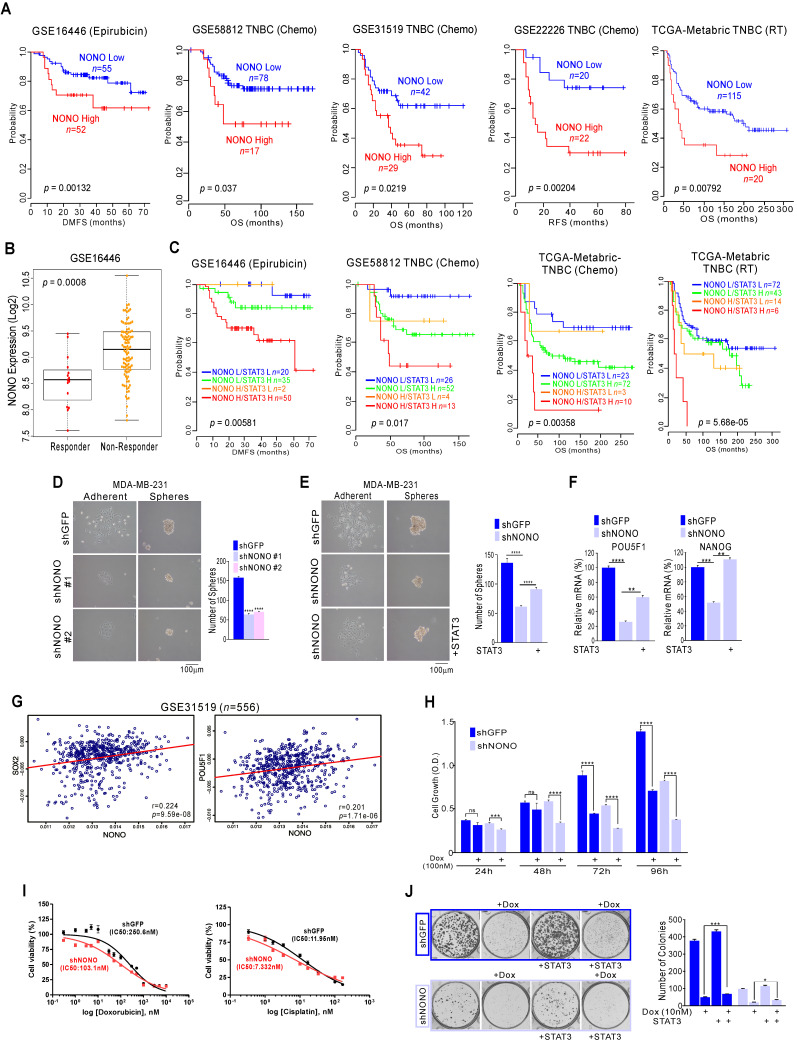
** NONO confers drug-resistance via STAT3 gene regulation in TNBC (A, C)** Kaplan-Meier plots of the OS or distant-metastasis free survival outcomes in patients from the indicated cohorts.** (B)** NONO expression in the indicated patient groups. **(D-F)** Representative images, number of spheres, and mRNA expression levels by qRT-PCR from MDA-MB-231 cells **(F)**, infected with the indicated shRNAs and STAT3 cDNA. **(G)** Correlation of NONO and POU5F1 or NANOG gene expression in the indicated TNBC patient cohorts. Scatter plots of NONO and correlated genes in the TNBC cohorts are shown. **(H-I)** MDA-MB-231 cells were infected with shNONO or shGFP and treated with doxorubicin for the indicated times. The cells were then analyzed for CCK8 assay **(H)** and IC50 calculation** (I)**. **(J)** Clonogenic survival was quantified in a colony formation assay. NONO knockdown cells were treated with doxorubicin and stained cells were counted to verify the re-introduction of STAT3. All results are means plus standard deviations from three independent replicates (*p < 0.05, **p < 0.01, ***p < 0.005, and ****p < 0.001).

**Figure 7:**
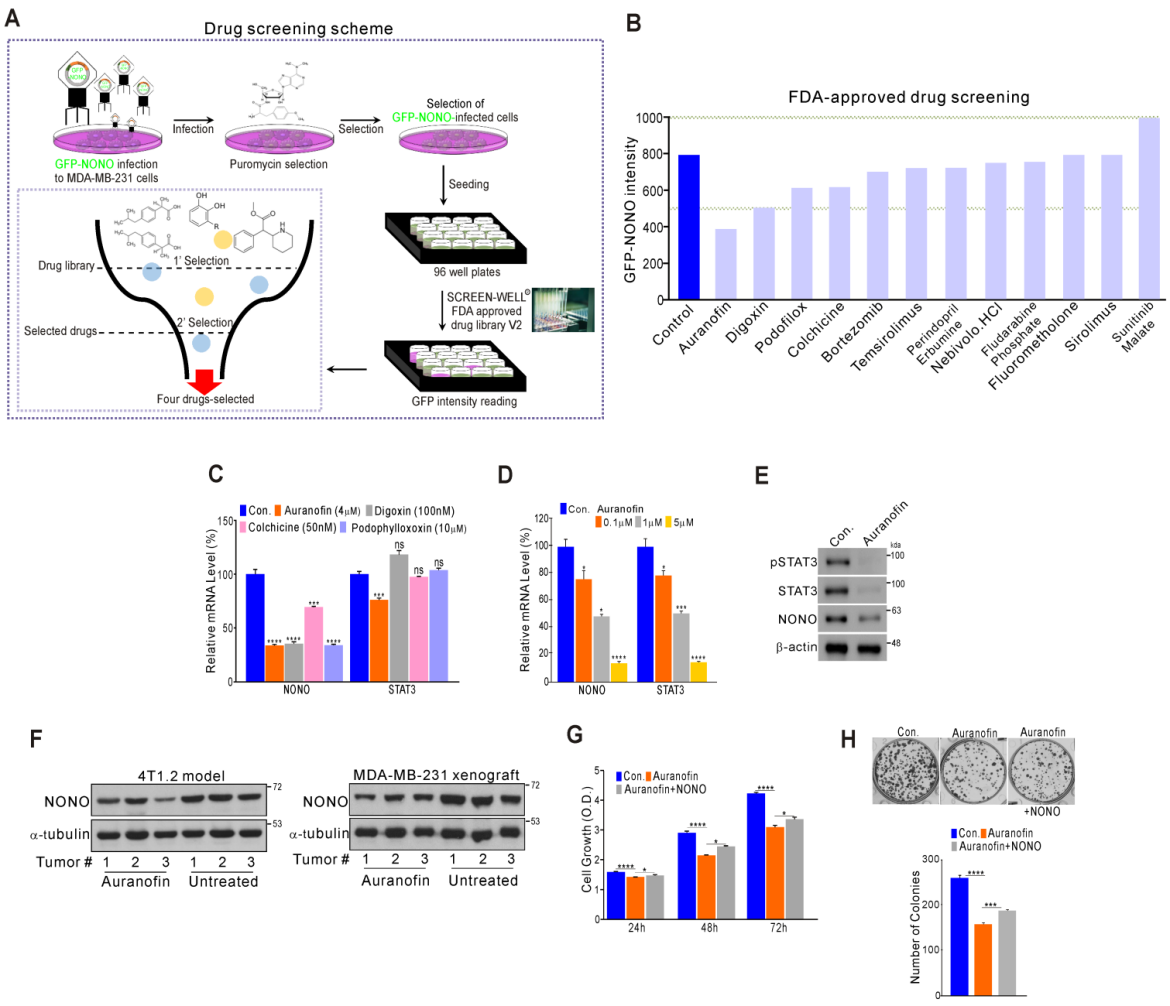
** High-throughput drug screening for NONO inhibitors in TNBC (A)** Overall drug screening scheme. **(B)** Results of drug screening. GFP-NONO fluorescence intensity is indicated relative to control samples. **(C-E)** MDA-MB-231 cells were treated with indicated drugs, and the cells were then analyzed by qRT-PCR with the indicated primers **(C-D)** and WB (E). **(F)** Western blot analysis of the indicated tumor tissues 41. **(G and H)** MDA-MB-231 cells were treated with auranofin, transfected with NONO cDNA, and then analyzed in a CCK8 **(G)** and colony formation assay **(H)**. All results are means plus standard deviations from three independent replicates (*p < 0.05, **p < 0.01, ***p < 0.005, and ****p < 0.001).

**Figure 8:**
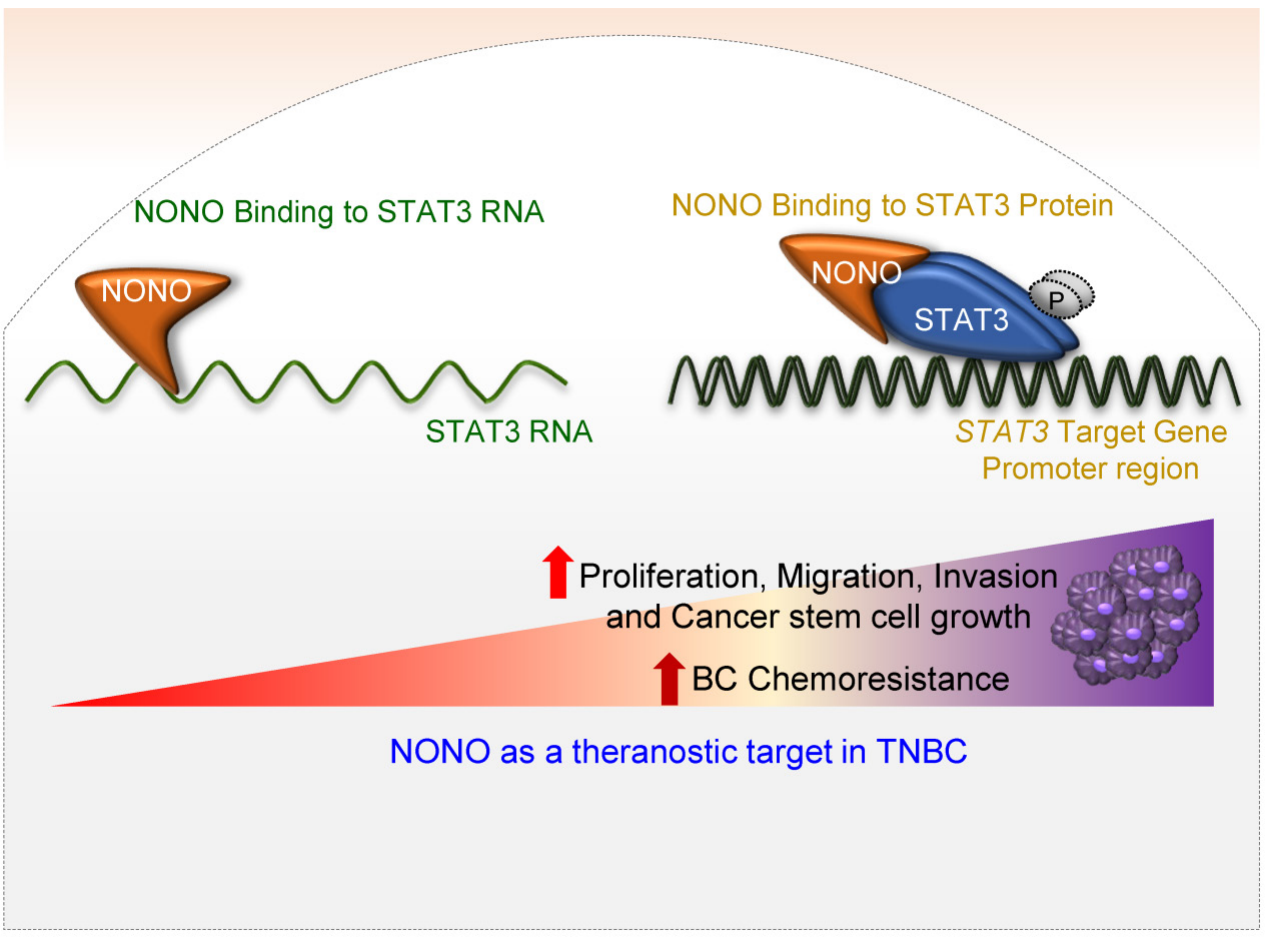
** Schematic representation of the NONO-STAT3 gene regulation mechanism** NONO regulates STAT3 expression via its direct interactions with STAT3 RNA and protein. NONO directly binds to the STAT3 RNA region and recruits the STAT3 protein to STAT3 target promoters, such as the *CCND1* promoter. NONO also modulates STAT3 transcriptional activity. Finally, NONO modulates STAT3 stability and thereby contributes to cancer cell proliferation and chemoresistance in TNBC.

## Abbreviations

ab: antibody
BC: breast cancer
CH-NP: chitosan-nanoparticle
CSC: cancer stem-like cell
ER: estrogen receptor
FBS: fetal bovine serum
IP: immunoprecipitation
IPA: ingenuity pathway analysis
NONO: non-POU domain containing octamer binding
qRT-PCR: quantitative real-time reverse transcription polymerase chain reaction
RBP: RNA-binding protein
ROC: receiver operating characteristic
shRNA: short hairpin RNA
STAT3: signal transducer and activator of transcription 3
TCGA-BRCA: The Cancer Genome Atlas Breast Invasive Carcinoma
TF: transcription factor
TMA: tissue microarray
TNBC: triple-negative breast cancer
WB: western blotting

How the deposited data were processed for this re-analysis (not part of the article)

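Gene expression was measured in 2 triple-negative breast cancer cell lines, Hs 578T and BT-20, each infected with a hairpin against NONO (shNONO) or with a control hairpin (shCon in the labels), with 3 arrays per group and 12 in all. The authors labeled total RNA, hybridized it to Illumina bead chips and scanned these with a BeadArray Reader. The submitters' processing notes name GenomeStudio without a version. The deposited signal intensities, 1 per probe and array for 47323 probes, are on a linear scale, and the values show that they were neither normalized between arrays nor background-subtracted. The detection p-values deposited beside them compare each probe with the negative control probes of its array. The authors also deposited log2 values after quantile normalization in LIMMA. Their columns have identical quantiles, and their median difference from the log2 signals after quantile normalization without background correction was 0.00704, with a largest difference of 0.167.

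The main values were made from the deposited signals with neqc in limma 3.58.1 (R 4.3.3, with data.table 1.17.8): normexp background correction with the negative probes inferred from the detection p-values, an offset of 16, quantile normalization over the 12 arrays, and log2. Each line was fitted alone with lmFit and eBayes of limma for shNONO minus shCon, and p-values were adjusted by Benjamini-Hochberg over the probes with a detection p under 0.01 in at least 3 of the 6 arrays of the line, 13652 in Hs 578T and 15014 in BT-20. A response that differs between the lines was tested with an interaction contrast over all 12 arrays, adjusted over the 12170 probes tested in both. Counts at the unadjusted p under 0.001 of the methods cover all probes. Probes were named from the deposited platform table, which gives 30113 probes 1 gene symbol and 8 probes several. For 30074 of these, the gene number was found in a table of current gene names from assembly GRCh38.p14, which was used for names alone. The other 17202 probes of the file were tested but not named.

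The genes named in the text were chosen by a rule: the genes the paper names from these arrays, in each line the 10 largest rises and the 10 largest falls that passed the adjusted threshold with all shNONO values on 1 side of all shCon values (chance gives 10% of genes such a separation), the 10 largest shared rises and falls, and up to 4 members of each gene list with the smallest adjusted p. For gene lists and for that rule, a gene was represented by its detected probe with the highest mean. The 32 gene lists covered the cell cycle, apoptosis, growth factor and STAT3 signaling, migration, cell type markers, RNA processing, DNA repair, metabolism, stress responses, ribosomes, lysosomes and reference genes. The rule, the lists, the tests and most alternatives were set before the data were examined, though after the symbols of Table S1 had been read. Lists were tested with camera of limma at a preset correlation of 0.01, with camera at an estimated correlation and with fry, which sets a list against no change where camera sets it against other genes, each adjusted over the 32 lists of a line, and for enrichment among the shared genes with a one-sided Fisher's exact test. IPA could not be run, so these lists stand in for its pathways.

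For a probe undetected in every array of a group, the fold is given as a lower bound against the detection limit of those arrays, and so is a difference between the lines that rests on it. The number of arrays limits the precision. Data were simulated with independent normal noise at the spread of each line and 50 changed probes at each fold. There limma recovered 68% of 2-fold and 92% of 4-fold changes in Hs 578T, and 38% and 58% in BT-20. Far fewer probes changed in that simulation than passed in the Hs 578T arrays, and recovery at an adjusted threshold depends on that share. So these rates hold for the simulation and may differ for the arrays. Alternatives were no background correction, normexp with an offset of 50, median scaling, cyclic loess, each line normalized alone, the deposited normalized values, no detection filter, detection in all 6 arrays, a two-sample t-test per probe with equal variances (the methods name Class Comparison of BRB-ArrayTools and do not state its test), eBayes with a trend and robust, all 12 arrays in 1 fit, array weights, the replicate number as a block, and leaving out each array in turn. Other splits of the arrays within each line were fitted as well. The slide could not be used as a block because the files do not give it. Nothing is said in the files of which of the paper's shNONO hairpins was used on the arrays, so no off-target search was made.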

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

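The tests of the NONO level in single arrays, of Hs 578T genes in the BT-20 arrays, of the lowest mitotic median, of the mitotic difference relative to all genes, of NONO silencing in BT-20 and of the hairpin were chosen only after the result was seen.

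BT-20 shNONO replicate 1 lay near the shCon arrays and apart from replicates 2 and 3: 146, 2548 and 908 probes differed over 2-fold from the shCon mean. Weaker silencing in replicate 1 is argued against by NONO itself, which lay 3.33 log2 units below the lowest shCon array there, and lower than in the other shNONO arrays. Hs 578T cells in a BT-20 culture are argued against by 249 probes over 16-fold higher in Hs 578T, whose median deviation from BT-20 shCon was 0.0050, -0.02 and -0.02 in shNONO replicates 1, 2 and 3. For 2218 genes with 2 probes, the deviations of both probes correlated across genes at 0.749 or more in replicates 2 and 3 (0.499 in replicate 1). This argues against RNA degradation that moves the probes of a gene apart by their place, as a main source of these deviations. Degradation that moves both probes of a gene alike would not show in this test and stays open. Across probes, the deviation of BT-20 shCon replicate 1 from its group mean correlated with those of shNONO replicates 1, 2 and 3 at -0.288, 0.263 and 0.227. For shCon replicate 2 the values were 0.275, -0.260 and -0.198, and in Hs 578T all lay between -0.022 and 0.023. Deviations within a group balance each other, so these values are not independent. Part of this pattern thus also varied between the BT-20 control arrays. Differences in labeling, amplification or the culture were not tested and stay open. The design names no condition that sets the BT-20 shNONO arrays apart, so no biological explanation was tested.

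Genes of mitosis were lower after NONO silencing in Hs 578T and not in BT-20 with all arrays, and the difference itself passed limma's camera on the interaction (list median difference -0.92, 26 members lower in Hs 578T and none higher, adjusted p = 2.0e-18, but adjusted p = 0.053 with an estimated correlation). An equal fall hidden by the spread between the BT-20 shNONO arrays is argued against by their lowest mitotic median, -0.14 (-0.71 under median scaling, but -0.16 or higher relative to all genes tested under every normalization). But with replicate 1 as the only BT-20 shNONO array, a setting chosen after seeing the data, the list passed camera of limma as lower (adjusted p = 0.038), and without replicate 1 as higher (adjusted p = 0.047). Less silencing of NONO in BT-20 as the whole cause was compared with the single arrays. NONO in replicate 1 was as low as in Hs 578T, without the mitotic fall of the Hs 578T arrays, and replicates 2 and 3, with less silencing, had positive medians. The limit, set after the result was seen, was the highest Hs 578T shNONO array for replicate 1 and 0 for replicates 2 and 3. Each array lay above its limit by 0.23 or more relative to all genes, where no shCon array deviated by more than 0.03 from the shCon mean, of which it is part. But the BT-20 shNONO arrays themselves spread from -0.12 to 0.50 in the main values, for a reason not known. Beside that spread these margins do not decide the question. As a part of the cause, less silencing cannot be told apart, because NONO fell more in Hs 578T by 0.34 log2 units, less than the 1 unit set for that explanation, and the medians of the BT-20 shNONO arrays were higher where more NONO was left. A shift of all genes alike by the normalization is argued against by the difference relative to all genes tested, which was 0.82 or more under every normalization run. The difference not set against all genes was smallest under median scaling, at 0.39, which decides nothing, because that scaling moves all genes of a line alike. A response that differs between the lines is a candidate explanation, for which the estimated correlation missed the threshold for mitosis and DNA replication passed with both (adjusted p = 1.3e-09, and 0.0026 with an estimated correlation, list median difference -0.65, 14 members lower in Hs 578T).

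Of the 49 probes changed in both lines in the same direction, 43 were lower after shNONO. Of 100 splits of the arrays within both lines only the real 1 gave as many in one direction, and the highest of the others was 0. As no other split called a probe in either line, the others could share none, and this comparison does not bear on the excess of falls. At an unadjusted p under 0.001, only the real 1 gave as many as 91, and the highest of the others was 13. The others that shared any probe kept the Hs 578T arrays grouped as labeled. Regrouped arrays left only 16 to 30 such probes in Hs 578T and 4 to 93 in BT-20. With so little left to share, this comparison does not exclude chance sharing either. On these arrays, an effect of a shared hairpin on other mRNAs cannot be told apart from an effect of NONO loss. This holds for those of the 43 probes that are not of NONO itself, because nothing in the files tells which hairpin an array had. For STAT3, which has probes among them, the paper also reports a decrease in a xenograft model after NONO silencing. Its methods describe siRNA for that model. Loss of NONO, the difference the design names, stays among the open explanations. The count depends on BT-20, where leaving out shCon replicate 1, 2 or 3 gave 0 shared probes by limma and leaving out shNONO replicate 1 gave 1799. The excess of falls was lost there (921 higher and 878 lower) and with array weights, which did not converge (1102 higher and 1057 lower).

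The response of 1503 of 12170 probes differed between the lines by limma's interaction test, 915 higher and 588 lower in Hs 578T, and 4214 and 41 after median scaling. Of the 1503, 109 were undetected in a whole group of arrays, so that their change is only a bound in at least 1 line. By the count of splits chance cannot be excluded for this number: 7 of 100 splits within both lines, the real one included, gave as many, with 3409 the highest other. But all 6 of the others kept the Hs 578T arrays grouped as labeled, so that the Hs 578T response stayed in the contrast, and they do not show what chance gives. With the Hs 578T arrays regrouped the highest was 7. The gene lists and the genes that follow differed between the lines by the same test, with each p adjusted over 32 lists or over the probes tested.

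Migration genes differed by a list median of -0.29 (camera of limma, adjusted p = 0.0084, and adjusted p = 0.15 with an estimated correlation). Genes of paraspeckles and NONO partners differed by -0.22 (adjusted p = 0.031, and 0.72 with an estimated correlation, from limma). Double-strand break repair differed by -0.47 (adjusted p = 0.00032, and 0.27 with an estimated correlation, from limma). Hypoxia and glycolysis genes differed by -0.41 (adjusted p = 2.9e-06, and 0.053 with an estimated correlation, from limma). Oxidative phosphorylation differed by 0.54 (adjusted p = 2.5e-07, and 0.72 with an estimated correlation, from limma). The mitochondrial ribosome differed by 0.51 (adjusted p = 2.4e-07, and 0.72 with an estimated correlation, from limma). The cytosolic ribosome differed by 0.19 (adjusted p = 0.031, and 0.72 with an estimated correlation, from limma). Lysosomal genes differed by 0.34 (adjusted p = 0.0072, and 0.053 with an estimated correlation, from limma). For several of these lists BT-20 shNONO replicate 1 stood apart. The medians in replicates 1, 2 and 3 were -0.02, 0.22 and 0.22 for migration, -0.06, 0.42 and 0.49 for paraspeckles and NONO partners, 0.03, -0.79 and -0.49 for oxidative phosphorylation, 0.06, -0.85 and -0.52 for the mitochondrial ribosome and 0.06, -0.34 and -0.16 for the cytosolic ribosome. For double-strand break repair they were -0.10, 0.32 and 0.02, where replicate 2 lay furthest from the others.

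Of 49 named probes tested in both lines, 21 passed limma's interaction test, beside 1503 of all 12170 probes tested. Many were named for a large change within a line on these same arrays. That choice can raise both this share and the sizes below, so neither is independent evidence. The sizes are those of the main normalization, and median scaling gave 4214 differing probes higher and 41 lower in Hs 578T. For 2 of the 21, NONO ILMN_1740976 and IMMP2L, the shNONO arrays of both lines were below detection, so the difference was not measured. The other 19 are given as the log2 fold change in Hs 578T minus that in BT-20. STAT3 ILMN_2401978 gave -0.73. Higher in Hs 578T were MGP (3.36), AKR1B10 (2.90), HSD17B10 (1.57), NBDY (2.61), GMDS (1.65), PEMT (1.48) and SMYD3 (1.09), and, against the detection limit, ELAPOR1 (by at least 1.20) and ID2 (by at least 1.10). Lower in Hs 578T were, against the detection limit, DEPDC1 (-1.64 or below) and ERO1A (-0.97 or below), and ENO2 (-2.31), EDN1 (-2.41), AK4 (-1.42), RNF24 (-0.59), DNAJB11 (-0.75), SOWAHC (-0.58) and LINC00294 (-0.47).

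Lists of processes that the paper does not discuss for these arrays also passed camera of limma within a line at the preset correlation. None of them passed with an estimated correlation (adjusted p 0.13 to 0.32 in Hs 578T and 0.77 to 0.83 in BT-20). In Hs 578T the median log2 fold change was -0.15 for splicing factors (0.19 after median scaling, -0.17 relative to all genes there), -0.27 for cholesterol synthesis (0.09 after median scaling, -0.27 relative to all genes there), 0.60 for fatty acid synthesis, 0.34 for heat shock genes, -0.33 for hypoxia and glycolysis and 0.34 for lysosomal genes. In BT-20 it was -0.35 for cholesterol synthesis, 0.20 for heat shock genes (-0.02 after median scaling, 0.14 relative to all genes there), -0.38 for oxidative phosphorylation, -0.43 for the mitochondrial ribosome and -0.15 for the cytosolic ribosome. Groups of 3 arrays were not tested for single arrays far from the others.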

How the results depend on the processing

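Every alternative here was set in advance except 2, which were chosen after seeing the data: leaving out BT-20 shNONO replicates 2 and 3 together (which leaves 1 shNONO array, taken to vary like the shCon arrays), and detection in at least 3 of 6 arrays for the counts at an unadjusted p under 0.001. The slide as a block was not run, because the files do not give the slide. The count of probes changed in Hs 578T stayed within 1.5 times of 5399 under every alternative but 1, and the counts that rest on BT-20 did not. Without background correction, 211 probes changed in BT-20, 125 probes changed in both lines in the same direction and 141 at the unadjusted p in both, and 136 probes of Table S1 passed in both. These counts were 207, 122 and 137 with normexp and an offset of 50 (Table S1 not run), and 215, 127, 142 and 137 with the deposited normalized values. Median scaling gave 7526 in Hs 578T (6464 higher and 1062 lower), 3 in BT-20, 0 in both lines by limma, 3984 at the unadjusted p in Hs 578T (3511 higher and 473 lower), 59 at the unadjusted p in both, and 4255 probes whose response differs between the lines (4214 higher and 41 lower in Hs 578T). With no detection filter limma called 1 probe in BT-20 and 1 in both lines, and r between the lines' log2 fold changes was 0.182. Detection in all 6 arrays gave 161 at the unadjusted p in BT-20. With a two-sample t-test, 1 probe passed in BT-20 and 0 in both lines, and at the unadjusted p 1500 in Hs 578T, 141 in BT-20, 32 in both and 28 of Table S1, with 755 differing responses. With a trend and robust eBayes, limma called 49 in BT-20, 26 in both lines and 175 at the unadjusted p in BT-20. In 1 fit of all 12 arrays it called 3588 in Hs 578T, 1654 in BT-20 and 496 in both lines, with 776 in BT-20 and 240 in both at the unadjusted p. Array weights, whose estimation did not converge and gave BT-20 shNONO replicate 3 a weight of 40.9, gave 10610 in BT-20, 2159 in both lines (1102 higher and 1057 lower), 6957 and 994 at the unadjusted p in BT-20 and in both, 6190 differing responses and r = 0.186. With the replicate block, limma called 0 in BT-20 and 0 in both lines, and 1511, 83 and 33 at the unadjusted p in Hs 578T, BT-20 and both, with 671 differing responses. Without BT-20 shNONO replicates 2 and 3, 3 probes passed in BT-20 and 3 in both lines, and r was 0.329. Gene lists past camera's threshold numbered 11 in Hs 578T and 5 in BT-20, 1 and 0 with an estimated correlation, 24 and 1 with fry, which sets a list against no change and not against other genes, and 3 in BT-20 without shNONO replicates 2 and 3. The cause was not tested.

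Leaving out 1 array at a time gave 3675 to 4546 probes in Hs 578T, 0 (without BT-20 shCon replicate 1, 2 or 3) to 8604 (4159 higher and 4445 lower, without BT-20 shNONO replicate 1) in BT-20, and 0 to 1799 (921 higher and 878 lower) in both lines. At the unadjusted p it gave 1556 to 1960 in Hs 578T, 101 to 4018 in BT-20 and 40 to 662 in both. Differing responses were 679 to 6246, r was 0.160 to 0.300, and lists were 9 to 12 in Hs 578T and 4 to 8 in BT-20, with the highest value for BT-20 again without shNONO replicate 1. Among named genes and lists that passed with or without the array, no direction was reversed by leaving out 1 array, and directions that passed in neither were not counted. With that 1 BT-20 shNONO array, without replicates 2 and 3, list mitosis_G2M in BT-20 was lower at an adjusted p of 0.038 from camera of limma, and the lists oxidative_phosphorylation (0.66), mitochondrial_ribosome (0.14) and cytosolic_ribosome (0.31) turned higher without passing. Median scaling turned NBDY in Hs 578T to a log2 fold change of 0.017 and PEMT in Hs 578T to 0.32, where that scaling set the median of all genes tested at 0.36. For named genes, 1534 of the other comparisons with an alternative kept the call or its absence, 196 lost the call and 77 gained it. Genes not tested counted as not passing, and the 1534 can include changes of direction that passed under neither setting. Of the 49 shared probes, 48 kept the call without background correction and with the deposited normalized values, 29 with cyclic loess, 44 with each line normalized alone and 36 when detected in all 6 arrays. In simulated data with few changed probes, limma recovered 38% of 1.5-fold changes in Hs 578T and 8% in BT-20, so in that setting small changes were missed more often in BT-20.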

Differences from the paper's values

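The paper's reported number of mRNAs that differ in both lines is 138, at an unadjusted p under 0.001 in each line. At that threshold 91 probes passed limma's test in both lines. The difference is within 1.5 times under 4 of the alternatives set before the data were examined: 141 probes without background correction, 137 with normexp and an offset of 50, 142 with the deposited normalized values and 93 with cyclic loess. It is not under the others: 59 after median scaling, 91 with each line normalized alone, 62 with probes detected in all 6 arrays, 32 with a two-sample t-test with equal variances (the methods do not state the test of Class Comparison), 79 with a trend and robust eBayes, 240 in 1 fit of all 12 arrays, 994 with array weights, 33 with the replicate block and 40 to 662 without any 1 array. Of the 138 probes of Table S1, 83 passed at this threshold in both lines, 137 with the deposited normalized values and 136 without background correction.

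The counts for each line lie within 1.5 times of the paper's under the normalizations run, 2630 in Hs 578T beside about 3900 in Fig. 3A, read by eye, and 264 in BT-20 beside about 270 in Fig. 3A, read by eye. The counts were 3908 and 276 with the deposited normalized values, 3933 and 273 without background correction, 3228 and 272 with normexp and an offset of 50, 2872 and 267 with each line normalized alone, 2937 and 230 with cyclic loess and 3984 and 240 after median scaling. They do not with probes detected in all 6 arrays (1953 in Hs 578T and 161 in BT-20), a two-sample t-test (1500 and 141), 1 fit of all 12 arrays (2197 and 776) and the replicate block (1511 and 83). In BT-20 they also do not with a trend and robust eBayes (175) and array weights (6957). Without any 1 array the count was 1556 to 1960 in Hs 578T and 101 to 4018 in BT-20, more than 1.5 times from the paper's in each case.

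The paper states that a pathway tool associated the shared mRNAs with growth, the cell cycle and migration. That tool and its gene sets were not available. Of the 32 gene lists, none was enriched among the 40 genes shared at the adjusted threshold (one-sided Fisher's exact test, smallest adjusted p 0.78) or among the 64 shared at an unadjusted p under 0.001 (smallest adjusted p 0.080, for lysosomal genes, and 0.10 for migration). These sets are smaller than the paper's, and Table S1 itself was not tested for enrichment, because the study chose it on these arrays and the lists were set after its symbols had been read, so these values do not bear on the paper's association. In Hs 578T alone, 48 of 51 genes of mitosis fell.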

Other observations

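In Hs 578T cells, most of the genes of fatty acid synthesis that were tested rose after NONO silencing. Of 12 such genes, 9 rose and limma called none lower, also at an unadjusted p under 0.05 (the same adjusted over the list alone). SREBF1, a transcription factor of lipid synthesis, had a log2 fold change of 1.33 (adjusted p = 0.00027 from limma), the malic enzyme ME1 1.03 and fatty acid synthase (FASN) 0.99. Camera of limma gave adjusted p = 0.0022, and adjusted p = 0.13 with an estimated correlation. Of 17 genes of cholesterol synthesis, 7 fell and none rose (the same adjusted over the list alone), among them ACAT2 (-0.87) and NSDHL (-0.64), with a list median that turned from -0.27 to 0.09 after median scaling (adjusted p = 0.037, and 0.22 with an estimated correlation, from limma, and 0.058 without shNONO replicate 3). Of 18 heat shock genes 12 rose and 1 fell (13 and 1 adjusted over the list alone), with the small chaperone HSPB8 (1.28) and the co-chaperone DNAJB1 (0.65) among the rises (adjusted p = 0.0022, and 0.13 with an estimated correlation, from limma). Of 34 lysosomal and autophagy genes 19 rose and 3 fell (20 and 3 adjusted over the list alone). The sulfatase SGSH (1.43), GPNMB (1.21) and the autophagy receptor SQSTM1 (0.95) rose, and SCARB2 (-1.61), a lysosomal membrane protein, fell (adjusted p = 0.0087, and 0.25 with an estimated correlation, from limma). Table S1 holds 5 of these 34 genes. Of 25 genes of hypoxia and glycolysis 15 fell and 1 rose (the same adjusted over the list alone), among them the glycolytic enzyme PGAM1 (-0.87) and ANKRD37 (-0.83), a gene induced by hypoxia (adjusted p = 4.4e-05, and 0.32 with an estimated correlation, from limma). Of 24 genes of double-strand break repair 12 fell and 2 rose (the same adjusted over the list alone), among them BARD1 (-1.43), the partner of BRCA1, and the checkpoint kinase CHEK1 (-0.93) (adjusted p = 0.00098, and 0.13 with an estimated correlation, from limma). Of 40 splicing factors 7 fell and 1 rose (5 and 1 adjusted over the list alone), among them LSM1 (-0.97), which acts in mRNA decay, and SRSF10 (-0.78), with a list median that turned from -0.15 to 0.19 after median scaling (adjusted p = 0.021, and 0.18 with an estimated correlation, from limma, and 0.050 and 0.056 without shNONO replicate 2 and 3). Of 14 inflammatory NF-kB targets 7 fell, among them IL1B (-1.40), CXCL8 (-0.99) and CCL2 (-0.84), and 2 rose, among them PTGS2 (8 and 2 adjusted over the list alone, adjusted p = 0.058 from camera of limma).

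In BT-20 cells, genes of mitochondria had negative medians. None of 52 genes of oxidative phosphorylation passed limma's adjusted threshold (10 lower and 1 higher at an unadjusted p under 0.05, 0 adjusted over the list alone), but 48 had negative log2 fold changes and the list passed camera of limma (adjusted p = 9.2e-07, and 0.83 with an estimated correlation). Of 71 genes of the mitochondrial ribosome none passed (12 lower and 1 higher at an unadjusted p under 0.05, 1 lower adjusted over the list alone), with camera's adjusted p = 7.2e-08, and 0.83 with an estimated correlation, from limma. For 65 genes of the cytosolic ribosome, none of which passed (5 lower and 1 higher at an unadjusted p under 0.05, 0 adjusted over the list alone), camera gave adjusted p = 0.026, and 0.83 with an estimated correlation, from limma. That call was lost without shCon replicate 2 (0.11) and without shNONO replicate 2 (0.51). The medians differed between the shNONO arrays: for the mitochondrial ribosome 0.06, -0.85 and -0.52 in replicates 1, 2 and 3, and for oxidative phosphorylation 0.03, -0.79 and -0.49. In Hs 578T, 15 of 53 genes of oxidative phosphorylation rose and 2 fell (13 and 2 adjusted over the list alone, camera adjusted p = 0.061), 21 of 71 genes of the mitochondrial ribosome rose and 7 fell (the same adjusted over the list alone, camera adjusted p = 0.22), and 7 of 65 genes of the cytosolic ribosome rose and 2 fell (4 and 0 adjusted over the list alone, camera adjusted p = 0.45), all from limma. In BT-20, none of 17 genes of cholesterol synthesis passed limma's adjusted threshold (7 lower and 0 higher at an unadjusted p under 0.05, 2 lower adjusted over the list alone), with camera's adjusted p = 0.011, 0.77 with an estimated correlation and 0.035 with fry, which sets the list against no change. None of 19 heat shock genes passed there by limma (6 higher and 0 lower at an unadjusted p under 0.05, 0 adjusted over the list alone), with camera's adjusted p = 0.026, 0.83 with an estimated correlation, 0.059 without shCon replicate 1 and 0.060 without shNONO replicate 1.

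The lists that follow did not pass camera of limma in either line, with the adjusted p in Hs 578T and then in BT-20. Genes of paraspeckles and NONO partners (0.71 and 0.075) included 2 of 22 that rose and 2 that fell in Hs 578T, among them the splicing regulator HNRNPA1 (-0.60), and none of 24 in BT-20 by limma (5 higher and 2 lower at an unadjusted p under 0.05). Genes of the unfolded protein response (0.68 and 0.74) included 6 of 26 that rose and 6 that fell in Hs 578T, among them TRIB3 (1.71) and ASNS (1.19), and in BT-20 DNAJB11 alone fell. Interferon response genes (0.27 and 0.66) included 8 of 24 that rose and 3 that fell in Hs 578T. Genes of ribosome biogenesis (0.23 and 0.48) included 7 of 34 that rose and 3 that fell, and circadian clock genes (0.26 and 0.70) 1 of 13 that rose and 5 that fell in Hs 578T, with CSNK1D lower in BT-20. The values were 0.36 and 0.89 for inhibitors of cyclin-dependent kinases and quiescence genes, 0.84 and 0.91 for p53 targets, 0.93 and 0.66 for stem cell markers, 0.81 and 0.059 for epithelial markers, 0.86 and 0.66 for luminal markers, 0.81 and 0.66 for leukocyte markers and 0.86 and 0.70 for reference genes. In Hs 578T the median and mean differed in sign for luminal markers (-0.10 and 0.11), leukocyte markers (-0.17 and 0.0038) and reference genes (0.06 and -0.01). In BT-20 double-strand break repair (0.70), splicing factors (0.70), inflammatory NF-kB targets (0.66), fatty acid synthesis (0.27), hypoxia and glycolysis (0.66) and lysosomal genes (0.66) did not pass either, with FANCL and SRSF7 (-0.55) lower.

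The STAT3 targets that the paper measured by qRT-PCR were on the arrays. The paper reports them for Hs 578T and another line and not for BT-20, so the BT-20 values below have no counterpart in it. CCNB1, which encodes cyclin B1, had a log2 fold change of -0.41 in Hs 578T (adjusted p = 0.0049 from limma) and of -0.07 in BT-20 (adjusted p = 0.60), with a test of the difference at adjusted p = 0.072. Median scaling ended the call of CCNB1 in Hs 578T (-0.02, adjusted p = 0.85). CCND1 had -0.08 in BT-20 (adjusted p = 0.82 from limma), and the test of its difference between the lines gave adjusted p = 0.10. The stem cell factors SOX2, NANOG and POU5F1 were detected in no array of either line. The paper's qRT-PCR of stem cell markers was in a line that these arrays do not cover. NME1-NME2, a readthrough of metabolic kinase genes, had -2.08 in Hs 578T and -1.87 in BT-20 (adjusted p = 0.066 from limma).

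Each line's arrays allow 10 splits into groups of 3, too few for a share under 0.05. Only 1 split, the real one, reached the real count in these cases: probes changed in Hs 578T (5399, highest other 0), probes at an unadjusted p under 0.001 in Hs 578T (2630, highest other 30), gene lists in Hs 578T (11, highest other 8), probes changed in BT-20 (94, highest other 0) and probes at an unadjusted p under 0.001 in BT-20 (264, highest other 93). For gene lists in BT-20, 6 of 10 splits gave the real count of 5 or more, with 8 the highest other. For the 91 probes at an unadjusted p under 0.001 in both lines, 1 of 100 splits, the real one, gave as many and the highest other was 13. The other splits that shared any probe kept the Hs 578T arrays grouped as labeled. Regrouped arrays left only 16 to 30 such probes in Hs 578T and 4 to 93 in BT-20. Little was left to share, so this comparison does not exclude chance sharing. All tests of splits were planned.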
